# RNA-Seq versus oligonucleotide array assessment of dose-dependent TCDD-elicited hepatic gene expression in mice

**DOI:** 10.1186/s12864-015-1527-z

**Published:** 2015-05-10

**Authors:** Rance Nault, Kelly A Fader, Tim Zacharewski

**Keywords:** RNA-Seq, Microarray, Comparison, TCDD, Dose–response, Mouse, Liver

## Abstract

**Background:**

Dose-dependent differential gene expression provides critical information required for regulatory decision-making. The lower costs associated with RNA-Seq have made it the preferred technology for transcriptomic analysis. However, concordance between RNA-Seq and microarray analyses in dose response studies has not been adequately vetted.

**Results:**

We compared the hepatic transcriptome of C57BL/6 mice following gavage with sesame oil vehicle, 0.01, 0.03, 0.1, 0.3, 1, 3, 10, or 30 μg/kg TCDD every 4 days for 28 days using Illumina HiSeq RNA-Sequencing (RNA-Seq) and Agilent 4×44 K microarrays using the same normalization and analysis approach. RNA-Seq and microarray analysis identified a total of 18,063 and 16,403 genes, respectively, that were expressed in the liver. RNA-Seq analysis for differentially expressed genes (DEGs) varied dramatically depending on the P1(*t*) cut-off while microarray results varied more based on the fold change criteria, although responses strongly correlated. Verification by WaferGen SmartChip QRTPCR revealed that RNA-Seq had a false discovery rate of 24% compared to 54% for microarray analysis. Dose–response modeling of RNA-Seq and microarray data demonstrated similar point of departure (POD) and ED_50_ estimates for common DEGs.

**Conclusions:**

There was a strong correspondence between RNA-Seq and Agilent array transcriptome profiling when using the same samples and analysis strategy. However, RNA-Seq provided superior quantitative data, identifying more genes and DEGs, as well as qualitative information regarding identity and annotation for dose response modeling in support of regulatory decision-making.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1527-z) contains supplementary material, which is available to authorized users.

## Background

Toxicogenomic evaluations by microarrays have been invaluable in elucidating underlying mechanisms of toxicity [1,2], investigating species-specific responses and ligand potencies [3-7], and linking differential gene expression to apical endpoints [8,9]. However, the emergence of next-generation-sequencing (NGS) with its direct transcript identification, lower cost, larger dynamic range and superior detection of low abundance genes [10-12], is making microarrays obsolete. Despite these advantages, some studies have raised concerns regarding RNA-Seq and microarray comparability [13-15]. Probe design and differences in platform sensitivity have been offered as potential explanations, although normalization and analysis methods also contribute to low concordance [1,13,16].

Analysis approaches have been developed specifically for RNA-Seq [17-21], yet repurposed microarray normalization, statistical analysis, and DEG identification methods outperform several RNA-Seq specific analysis tools [20,21]. Consequently, we investigated the use of our semi-parametric normalization [22] and empirical Bayes analysis approach [23], traditionally used for microarrays. Semi-parametric normalization accounts for multiple sources of variation including random effects [22] while empirical Bayes analysis has the advantage of considering continuous variables such as the correlation between doses that can improve DEG detection [23,24], an important consideration in regulatory decision-making.

While microarray data submissions are encouraged by regulatory agencies and widely accepted in toxicogenomic research [2,13], the third phase of the microarray quality control project (MAQC-III also known as SEQC) recommended further validation using different study designs [1,25]. To date, study designs involving chemical treatment have been limited to single dose studies [1,15], the impact of different normalization approaches, or dose–response RNA-Seq studies with a sequencing depth of only 5 M reads [13]. Collectively, these studies reported comparable responses between platforms, but were mixed in the ability of RNA-Seq to reveal the biological relevance of responses.

2,3,7,8-Tetrachlorodibenzo-*p*-dioxin (TCDD) is a persistent environmental contaminant that binds to the aryl hydrocarbon receptor (AhR) which then translocates to the nucleus and dimerizes with the aryl hydrocarbon receptor translocator (ARNT) [26,27]. The TCDD-AhR-ARNT complex then binds to regulatory regions and elicits changes in global gene expression using dioxin response element (DRE)-dependent [26,27], and -independent mechanisms [28-31]. Dose-and time-dependent TCDD elicited differential gene expression has been evaluated using microarrays after a single dose [7,9,32,33]. In this study, we extend these results by examining the effects of continuous TCDD exposure. Dose-dependent hepatic differential gene expression in mice following oral gavage with TCDD every 4 days for 28 days was compared using RNA-Seq and Agilent oligonucleotide microarrays analyzed using same the same normalization and empirical Bayes analysis.

Overall, RNA-Seq and Agilent generated comparable results. Quantitatively, RNA-Seq detected more genes expressed in the liver, and identified more differentially expressed genes (DEGs) compared to Agilent. Qualitatively, direct sequencing by RNA-Seq provided more accurate transcript identification. Verification by WaferGen SmartChip QRTPCR indicates RNA-Seq had fewer false-positives and false-negatives compared to Agilent. Dose response modeling was also consistent between both platforms, but the ability of RNA-Seq to detect low abundance transcripts and its larger dynamic range provided superior qualitative and quantitative data for DEG identification, and estimates of point of departure (POD) and ED_50_.

## Results

### Quantitative RNA-Seq advantages

Genome-wide hepatic gene expression was examined using NGS Sequencing and Agilent 4×44 K oligonucleotide microarrays using the same RNA samples. RNA-Seq was performed at an average read depth of 30 M resulting in ~21 M high quality reads per sample (Figure 1A). 

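RNA from the livers of 45 mice was sequenced, 5 mice in each of 9 groups. The mice were gavaged with sesame oil or with TCDD, a dioxin that binds the aryl hydrocarbon receptor, at 8 doses from 0.01 to 30 µg/kg every 4 days, and livers were taken at 28 days. The sample labels give the same doses but also carry the word daily and an ovariectomy, which the paper does not mention, and the schedule used here is the paper's. The authors aligned the reads to the mouse genome with Bowtie and TopHat and counted them on genes with HTSeq, which leaves out reads that align to more than 1 place. The values analysed here are those raw counts, without normalization. Between 11767284 and 56509899 reads per mouse were counted on genes, with a mean of 20.98 ± 9.87 M (SD, n = 45 mice) and a median of 17225047. The median was 17045747 in the vehicle group, which ranged from 14619385 to 20624724. It was 20154501 at 0.01 µg/kg (15380127 to 47411128), 13590900 at 0.03 µg/kg (12583247 to 23943553), 17023433 at 0.1 µg/kg (12121564 to 56509899) and 19251049 at 0.3 µg/kg (12997206 to 25816679). At 1 µg/kg the median was 15573445 (13367961 to 34079983), at 3 µg/kg 28119761 (13174364 to 47459314), at 10 µg/kg 21527391 (15007410 to 29226126) and at 30 µg/kg 17389631 (11767284 to 25625466). Uniquely aligned reads, which also include those outside genes and those shared by overlapping genes, averaged 24.16 ± 11.25 M per mouse (SD, n = 45). The paper states that libraries of randomly chosen samples were pooled for sequencing, but the labels do not give each mouse's pool, so no value was computed within pools. Counts of all 45 mice were fitted in 1 edgeR quasi-likelihood model with TMM normalization and 1 term per group, and each dose was compared with the vehicle. The genes tested, the normalization, the samples in the fit and the adjustment for multiple testing are the choices that could change the counts of DEGs.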

Reads were mapped to the mouse reference genome GRCm38 (release 74) representing 39,179 Ensembl annotated genes. 

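Each of the 45 count files lists 39179 Ensembl genes. At least 1 read was counted in at least 1 mouse on 24429 of these genes, and 17464 had more than 4 reads in at least 1 mouse. The 10 genes with the most reads took between 19.0% and 26.1% of a mouse's reads on genes, with a median of 20.8% over the 45 mice.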

Genes with greater than 4 aligned reads in any sample were considered “expressed” or “detected”. 

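With more than 4 reads in any sample, 17464 genes were detected, and 80.14% of them had at least 1 read in each of the 45 samples. The percent of detected genes with a read in a single mouse varied with an SD of 1.66 between mice. Requiring a mean of at least 1 read in each of the 9 dose groups, in place of a read in each sample, moved the value furthest upward, to 90.69%. When present was taken to mean more than 4 reads, it was 70.61%. With 3 mice per group, drawn 20 times, the median was 83.1%.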

Using this criteria ≥85% of expressed genes were present in all samples (Additional file 1). 

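The paper's materials do not say which 3 mice of each group made up the smaller dataset, so 20 sets of 3 mice per group were drawn at random. A median of 17219.5 genes had more than 4 reads in any sample, from 16820 in the smallest draw to 17326 in the largest.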

In total, 17,794 genes were found to be expressed in the mouse liver with a sample size of 3. 

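With 4 mice per group, the median over 20 draws was 17368.5 detected genes (17198 to 17415), and the 5 mice per group gave 17464. The step from 3 to 4 mice was of about the size of the SD between draws of 3 mice, which was 127.5 genes. Within every draw the count was higher with 4 mice than with 3. The 3 mice were among the 4, so an added mouse could not lower it, and this direction is no evidence. Lowering the cut-off to at least 1 read in any sample moved the count for 5 mice most, to 24429 genes. Downsampling every mouse to the 11767284 reads of the smallest library left 16220 genes. The paper concludes from the 3 counts that the number of expressed genes changes little with the number of replicates.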

The number of genes expressed in the liver did not change appreciably between 3, 4, or 5 (17,794, 17,941 and 18,063, respectively) biological replicates (Figure 1A). Conversely, Agilent microarrays have 41,267 predefined probes representing 21,308 unique Entrez annotated genes (Figure 1B). A total of 16,403 genes were “detected” (expressed in the liver) based on the median feature intensity being greater than the median background intensity as determined by GenePix.

**Figure 1:**
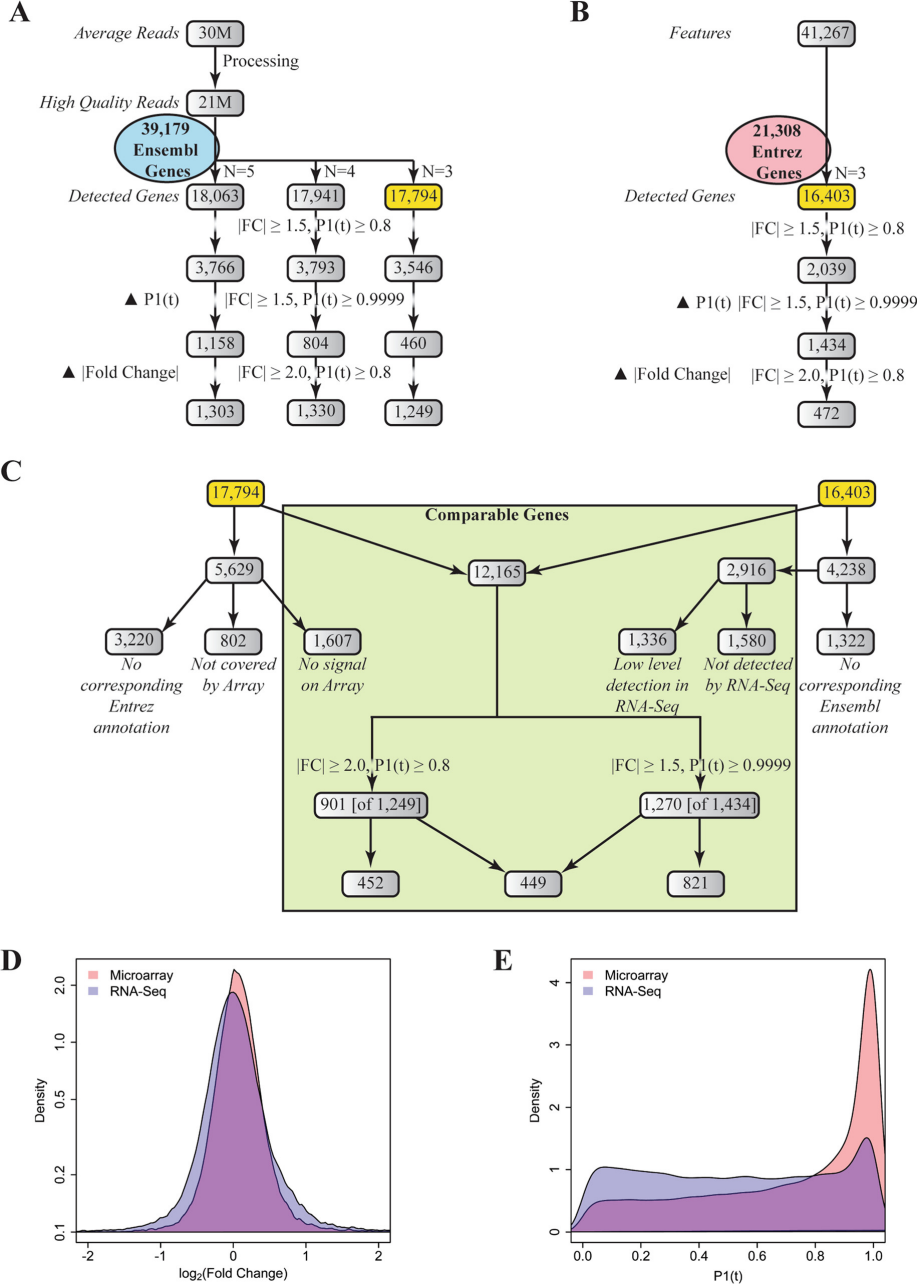
Comparing RNA-Seq and Agilent microarrays for detecting genes expressed in the liver and differentially expressed by TCDD. **(A)** RNA-Seq reads were aligned to mouse genome GRCm38 (release 74) and subsampled to represent 3–5 independent biological replicates. The number of differentially expressed genes (DEGs) was determined under varying |fold change| and P1(*t*) criteria. **(B)** Microarray features were examined for DEGs under varying |fold change| and P1(*t*) criteria. **(C)** RNA-Seq and microarray detected genes (yellow boxes) were examined for common and unique detected genes and DEGs. **(D)** Distribution of log_2_ (fold change) and **(E)** P1(*t*) values (P1 (*t*) ≥ 0) in RNA-Seq (blue) and Agilent (pink) datasets.

Comparison of detected genes using three biological replicates identified 12,165 genes which were detected either by RNA-Seq or microarray and annotated with corresponding Entrez and Ensembl Gene IDs (Figure 1C). Among the 5,629 genes detected only by RNA-Seq, 1,607 were represented on the microarray but not detected based on GenePix’s signal to background ratio. Similarly, 2,916 genes of the 4,238 detected by microarray only were not detected by RNA-Seq when using a count cut-off of greater than 4 aligned reads. However 1,336 of these 2,916 genes did have at least 1 read align in at least one sample while the remaining 1,580 were not detected by RNA-Seq. In addition, 1,322 and 3,202 genes detected by RNA-Seq and microarrays, respectively, did not have corresponding Entrez or Ensembl annotation that largely represented predicted genes (i.e. ENSMUSG00000099065; Gm19980 predicted gene 19980). 

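The predicted gene Gm19980 (ENSMUSG00000099065), which the paper gives as an example, has no entry under that identifier in the later annotation used here for positions. It was counted at 4.2 reads on average in vehicle mice (3 to 7 reads, n = 5) and 18 reads at 10 µg/kg (14 to 22, n = 5). Counts normalized for library size by edgeR's TMM method (CPM) were 0.25 ± 0.10 (SD, n = 5) in the vehicle group and 0.81 ± 0.22 (SD, n = 5) at 10 µg/kg, a log2 fold change of 1.61 (standard error 0.54, adjusted p = 0.03516, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At 30 µg/kg the log2 fold change was 1.36 (standard error 0.56, adjusted p = 0.06292 in the same test), and 1.57 without TMM normalization. With each mouse left out in turn it ranged from 1.21 to 1.63. The reads behind these ratios are few, and each dose was compared only with the vehicle, so a difference between the doses was not tested.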

Most importantly, there were 802 genes not covered by the microarray highlighting the quantitative benefit of RNA-Seq’s open concept platform.

### RNA-Seq dynamic range influences filtering criteria

Contrary to previous comparative studies, we used the same semi-parametric normalization and empirical Bayes analysis to identify DEGs in both RNA-Seq and microarray datasets. Empirical Bayes analysis allows the varying of fold change and posterior probability (P1(*t*)) cut-offs to investigate the effects of filtering criteria on DEG detection without violating parametric hypothesis testing assumptions.

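DEGs were called here in 2 ways. In the first, a gene was a DEG at a dose with a fold change of at least 2 and an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. In the second, posterior probabilities were calculated for each gene and dose from limma's moderated statistics on variance-stabilized counts, since the semi-parametric normalization that the authors ran in SAS could not be repeated from the files. Of 17464 genes tested with edgeR, 0 were DEGs at 0.01 µg/kg, 5 at 0.03 µg/kg, 3 at 0.1 µg/kg and 40 at 0.3 µg/kg. The number rose to 154 at 1 µg/kg, 519 at 3 µg/kg, 969 at 10 µg/kg and 1999 at 30 µg/kg, of which 1402 increased and 597 decreased. With a posterior probability of at least 0.8 in place of the adjusted p-value, 799 genes were DEGs at 30 µg/kg and 2 at 0.01 µg/kg. Adjusting over all genes and doses together moved the counts at low doses most, to 95 DEGs at 0.01 µg/kg and 64 at 0.03 µg/kg, while that at 30 µg/kg became 1598.

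**Figure D1:**
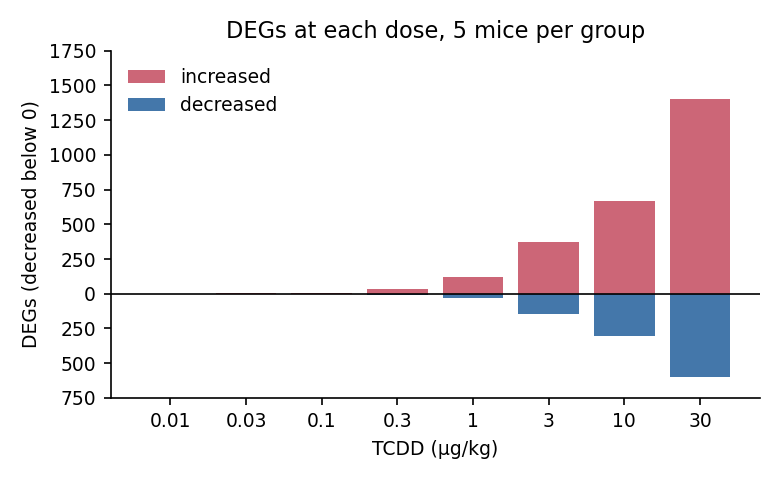
DEGs at each dose of TCDD (x axis, µg/kg) with 5 mice per group, by edgeR's quasi-likelihood test with a fold change of at least 2 and an adjusted p-value under 0.05. Bars above 0 count increased genes and bars below 0 decreased genes, from 3 increased and 2 decreased at 0.03 µg/kg to 1402 increased and 597 decreased at 30 µg/kg.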

The number of identified DEGs did not change appreciably between 3, 4, or 5 biological replicates (Figure 1A) with ~78% (1,019 genes) identified in all three sample size subsets (Figure 2A). 

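The 5 mice per group gave 2119 DEGs at any dose in edgeR's quasi-likelihood test (fold change of at least 2, adjusted p-value under 0.05). The 20 random draws of 4 mice per group gave a median of 1813 (1655 to 2340), and draws of 3 mice a median of 1494 (1099 to 2238), with an SD of 367.3 between the draws of 3. The draws share mice with each other and with the full set, so they are not independent. A median of 60.7% of the 2119 DEGs (47.5% to 74.4%) was also called in both smaller sets, which is a median of 1286 genes. With a posterior probability of at least 0.8, the counts were 834 for 5 mice, a median of 802 for 4 mice (664 to 1022) and 881.5 for 3 mice (633 to 1231). By those calls the common share was largest among the settings tried, a median of 84.4% (66.7% to 92.2%). From counts of this kind and their overlap, the paper concludes that the number of DEGs depends little on whether 3, 4 or 5 replicates are used.

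**Figure D2:**
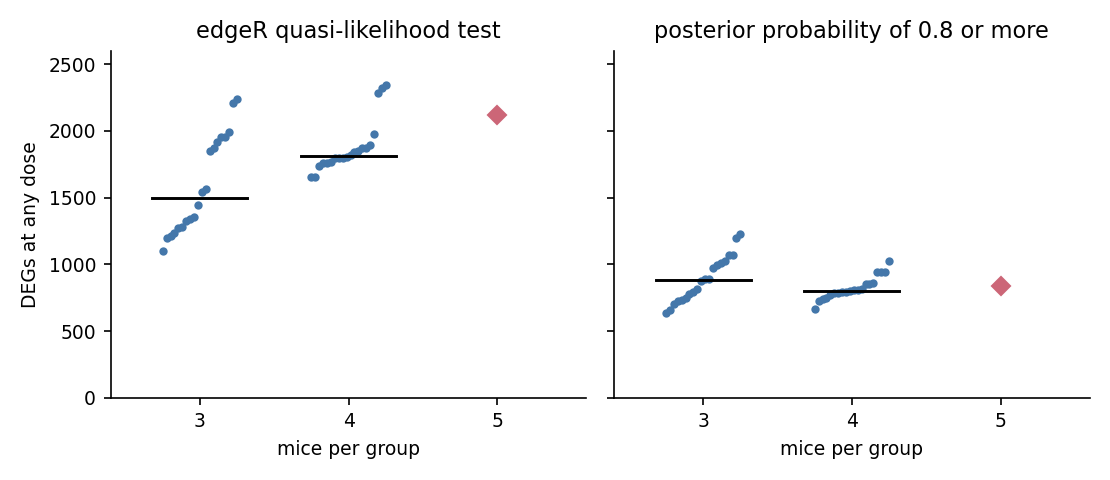
DEGs at any dose (y axis) against the number of mice per group (x axis), by edgeR's quasi-likelihood test on the left and by posterior probability on the right. Circles are the 20 draws of 3 or 4 mice, sorted by value, black lines their medians, and the diamond is the single set of 5 mice. On the left the median rises from 1494 to 2119, and on the right it stays between 802 and 881.5.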

The other ~22% were also expressed in the other datasets but did not meet the filtering criteria. 

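Of the DEGs called with 3 mice per group, a median of 89.1% (74.5% to 93.2% over 20 draws) were also DEGs with 5 mice, and of those called with 4 mice, 92.1% (82.2% to 94.4%). At 30 µg/kg, a median of 99.7% of the genes in the union of the 3 sets had a fold change of the same sign with 3 as with 5 mice (99.5% to 100%), and 99.8% with 4 mice. These shares rest on the edgeR calls. The paper reasons from such genes that they were expressed in every set and missed only the cut-offs.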

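When the smaller sets only had to reach a fold change of 1.5 with an adjusted p-value under 0.05, a median of 64.6% of the 2119 DEGs found with 5 mice were also called with 3 and with 4 mice (51.9% to 76.5% over 20 draws), against 60.7% at the stricter fold change. Pearson's r across the genes in the union of the DEG sets and all doses was 0.931 between the log2 fold changes of 3 and 5 mice (0.916 to 0.943) and 0.972 between 4 and 5 mice (0.960 to 0.979). Spearman's rho was 0.927 and 0.968. These coefficients are across genes, which are not independent replicates, and the sets share mice. Differences of mean variance-stabilized counts raised r most, to 0.971 for 3 mice and 0.989 for 4 mice.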

Relaxation of filtering criteria within the union increased the overlap to ~92%, and all of these genes exhibited a positive fold change and P1(*t*) value correlation (all found in upper right quadrant; Figure 2B-D). 

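With 3 mice per group the DEGs still rose with dose in the edgeR test. The median over 20 draws was 0 at 0.01 µg/kg, 2 at 0.03 µg/kg, 2.5 at 0.1 µg/kg, 13.5 at 0.3 µg/kg, 75.5 at 1 µg/kg, 266.5 at 3 µg/kg, 614.5 at 10 µg/kg and 1385.5 at 30 µg/kg. With 4 mice per group it was 27 at 0.3 µg/kg, 111 at 1 µg/kg, 386.5 at 3 µg/kg, 783.5 at 10 µg/kg and 1718.5 at 30 µg/kg. At 30 µg/kg the draws of 3 mice spread from 1049 to 2128 DEGs, a range that holds the 1999 found with 5 mice. The paper takes the correspondence between its sample sizes as the ground for using 3 replicates in its comparisons with the array.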

Given the excellent correspondence of DEG responses across all sample sizes, all subsequent analyses were performed using three independent biological replicates representing the same samples as the RNA-Seq analysis to facilitate fairer comparisons to the microarray data set which also used three biological replicates.

**Figure 2:**
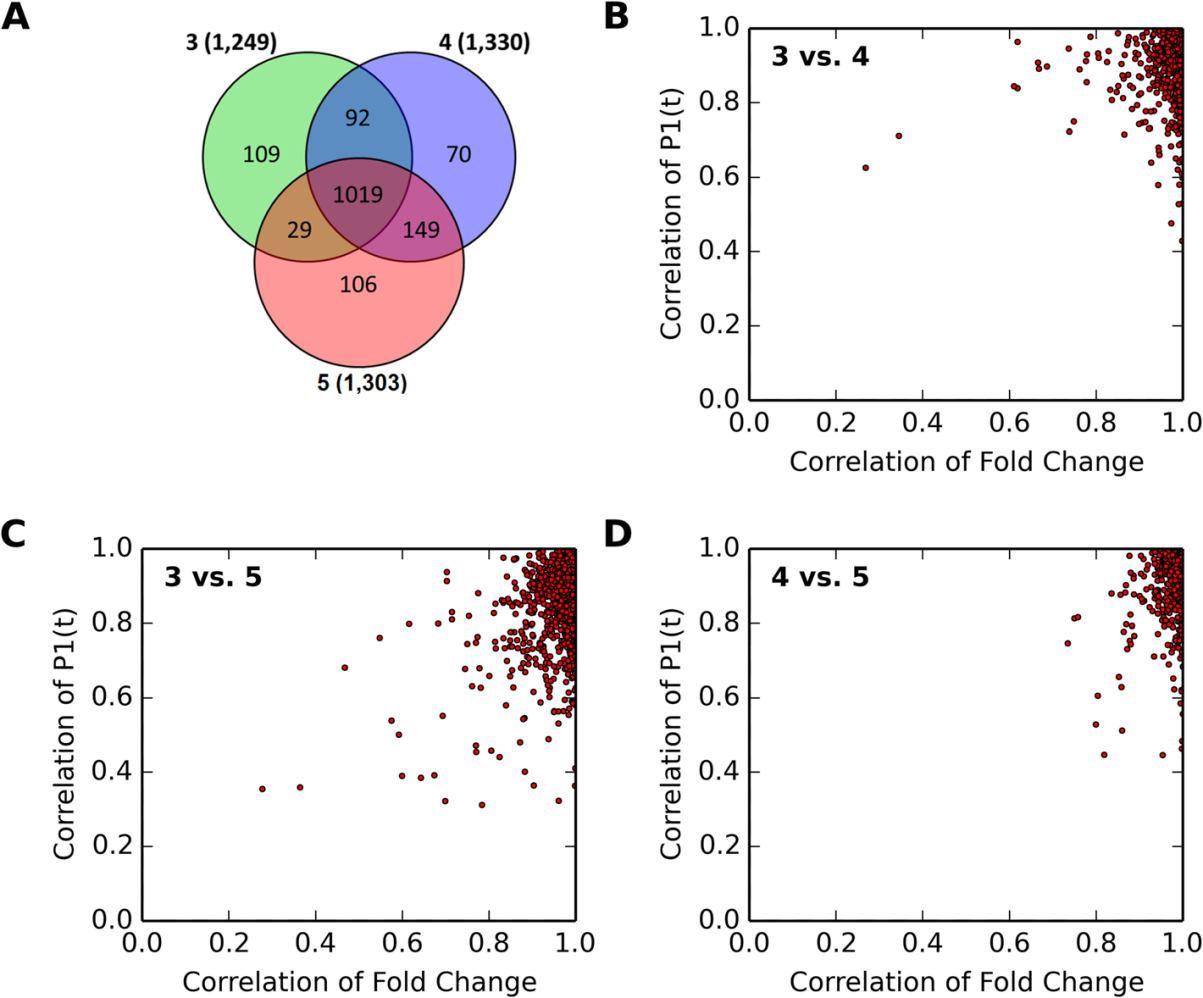
Effect of the number of independent biological replicates on RNA-Seq analysis. **(A)** DEGs were identified using a |fold change| ≥ 2.0 and P1(*t*) ≥ 0.8 when examining 5 independent biological replicates or a subset of 3 or 4 replicates and compared for identified genes. Correlation of gene expression fold changes and P1(*t*) values are illustrated comparing **(B)** 3 and 4, **(C)** 3 and 5, and **(D)** 4 and 5 biological replicates.

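With 5 mice per group, posterior probabilities of at least 0.8 and a fold change of at least 1.5 gave 2557 DEGs at any dose. Raising the posterior probability to 0.9999 left 997 of them, and raising the fold change to 2 left 834. In edgeR's test, a fold change of at least 1.5 and an adjusted p-value under 0.05 gave 3519 DEGs. An adjusted p-value under 0.0001 left 1111 of these, and a fold change of at least 2 left 2119. With each mouse left out in turn, the 5-mouse posterior counts ranged from 2094 to 3156 at the looser criteria, from 778 to 1103 at the stricter probability and from 684 to 1088 at the larger fold change. Replacing the variance-stabilized counts by log2 CPM moved the posterior counts most at the looser criteria, to 4307 DEGs, and at a fold change of 2, to 2167. The count at the stricter probability moved most, to 719, with the prior and density pooled over the doses.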

RNA-Seq data was found to be more sensitive to changes in the P1(*t*) filtering criteria. Increasing the P1(*t*) cut-off from ≥0.8 to ≥0.9999 while maintaining a |fold change| cut-off of ≥1.5 decreased the number of DEGs from 3,546 to 460 whereas increasing the |fold change| cut-off from >1.5 to >2.0 decreased the number of DEGs from 3,546 to 1,249 (Figure 1A). 

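In 20 draws of 3 mice per group, a median of 2596.5 genes (1797 to 3394) had a fold change of at least 1.5 with a posterior probability of at least 0.8. At a posterior probability of at least 0.9999 the median was 308.5 (266 to 690), and at a fold change of at least 2 it was 881.5 (633 to 1231). In edgeR's test the corresponding medians were 2399.5 (1745 to 3631) at a fold change of 1.5, 344.5 (302 to 799) at an adjusted p-value under 0.0001 and 1494 (1099 to 2238) at a fold change of 2. In both analyses the median was lower at the stricter probability than at the larger fold change, although for the posterior DEGs the ranges over the draws overlapped. With 4 mice per group the strict counts were higher, at a median of 631.5 posterior DEGs and 711.5 edgeR DEGs. The counts at the strict probability and at the looser fold change for 3 mice were added to the draws after the files arrived. From the larger fall with the probability cut-off than with the fold change, the paper concludes that RNA-Seq is the more sensitive to the former.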

Conversely, for the microarray analysis, increasing the |fold change| cut-off from >1.5 to >2.0 dramatically decreased the identification of DEGs from 2,039 to 472 while increasing the P1(t) cut-off had a less dramatic effect (2,039 DEGs at |fold change| ≥ 1.5, P1(t) ≥0.8 compared to 1,434 DEGs at |fold change| ≥ 1.5, P1(t) ≥0.9999) (Figure 1B).

These differences in sensitivity to filtering criteria may be attributed to the larger dynamic range of RNA-Seq which exhibits a wider range of fold changes (Figure 1D) and a more uniform distribution of P1 (*t*) values (Figure 1E). 

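At 30 µg/kg, the log2 fold changes of the 17464 detected genes ran from -6.91 to 11.4, with 1st and 99th percentiles of -2.22 and 3.51 and quartiles at -0.279 and 0.421. The 1999 DEGs at that dose had a median log2 fold change of 1.32. At 0.01 µg/kg the extremes were -3.49 and 6.32 and no gene was a DEG. Of the posterior probabilities of all genes and doses, 58.9% were under 0.2, 14.8% from 0.2 to 0.4, 10.0% from 0.4 to 0.6, 6.44% from 0.6 to 0.8 and 9.82% at 0.8 or above. The paper proposes that RNA-Seq's sensitivity to the probability cut-off may come from its larger dynamic range. It points to wide fold changes and evenly spread P1(*t*) values in its own data.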

Consequently, a |fold change| ≥ 2.0 and P1(*t*) ≥ 0.8 were used for RNA-Seq while a |fold change| ≥ 1.5 and P1(*t*) ≥ 0.999 were used for microarray in all subsequent comparisons in this study.

### Comparison of RNA-Seq and Agilent datasets

Comparing RNA-Seq and Agilent datasets identified 12,165 genes commonly expressed in the liver (Figure 1C). Genes showing the strongest responses in both RNA-Seq and microarray datasets included the typical AhR responsive genes such as *Cyp1a1*, *Cyp1a2*, *Nqo1*, and *Tiparp* (Additional file 2). 

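*Cyp1a1* (ENSMUSG00000032315) lies on chromosome 9 of GRCm38 from 57687928 to 57703824, and the neighbouring *Cyp1a2* (ENSMUSG00000032310) from 57676937 to 57683703. *Cyp1a2* rose from 1105 ± 122 CPM (SD, n = 5) in vehicle mice to 17360 ± 1889 CPM (SD, n = 5) at 30 µg/kg, a log2 fold change of 3.97 (standard error 0.15, adjusted p = 9.902e-24, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It was a DEG at every dose from 0.03 µg/kg. *Nqo1* (ENSMUSG00000003849, chromosome 8) rose from 17.0 ± 3.7 to 68.5 ± 15.5 CPM (SD, n = 5 each), a log2 fold change of 2.01 (standard error 0.19, adjusted p = 1.533e-11 in the same test), and was a DEG from 3 µg/kg. *Tiparp* (ENSMUSG00000034640, chromosome 3) rose from 13.7 ± 2.4 to 169.6 ± 25.0 CPM (SD, n = 5 each), a log2 fold change of 3.63 (standard error 0.18, adjusted p = 3.007e-19), and was also a DEG from 3 µg/kg. Each of the 3 was higher in all 5 mice at 30 µg/kg than in every vehicle mouse (exact permutation test, p = 0.007937, the smallest that 5 mice against 5 allow). Leaving out TMM normalization moved these fold changes most, to 4.18 for *Cyp1a2*, 2.23 for *Nqo1* and 3.85 for *Tiparp*. Among genes with an adjusted p-value under 0.05, a mean of at least 10 reads over the mice of both groups and no overlap between the groups, the largest increases at 30 µg/kg were those of *Col9a2*, *Cyp1a1*, *Cyp1b1*, *Nptx1* and *Hmx1*, with log2 fold changes of 11.4, 9.98, 9.97, 9.81 and 9.32. The largest decreases were those of *Slc13a2*, *Hao1*, *Sult3a2*, *Slco1a1* and *Sult3a1*, with log2 fold changes of -6.91, -6.89, -6.88, -6.80 and -5.76. The paper counts typical AhR-responsive genes, with *Cyp1a1*, *Cyp1a2*, *Nqo1* and *Tiparp* as examples, among the strongest responses on both platforms.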

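*Cyp1a1* was at 7.50 ± 6.33 CPM (SD, n = 5) in vehicle mice, which had 21 to 269 reads on it, and at 7627 ± 1186 CPM (SD, n = 5) at 30 µg/kg, with 105182 to 205884 reads. The log2 fold change of 9.98 (standard error 0.83, adjusted p = 1.067e-12, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) is a 1009-fold induction. It was 774-fold at 3 µg/kg, 110-fold at 0.1 µg/kg and 6.34-fold at 0.03 µg/kg, where the adjusted p was 0.08277 although all 5 mice exceeded every vehicle mouse. The vehicle count is low and variable, but the standard error comes from a spread fitted over the mice of all groups. Among them, mouse L24 at 0.01 µg/kg had 69.69 CPM, against 1.177 to 4.543 in the others of its group. Its effect on the error was not examined. Leaving out each vehicle or 30 µg/kg mouse in turn moved the log2 fold change at 30 µg/kg between 9.72 and 10.5. *Sult3a1* (ENSMUSG00000069668, chromosome 10, 33857721 to 33879532) fell from 128 ± 36 CPM (SD, n = 5) to 2.35 ± 3.42 CPM (SD, n = 5) at 30 µg/kg. Its log2 fold change was -5.76 (standard error 0.54, adjusted p = 2.217e-11 in the same test), a 54.1-fold decrease. Its paralog *Sult3a2* lies on the same chromosome, and reads that align to both are not in the counts. The lowest of the 5 mice had 5 reads on *Sult3a1* and the highest 151, and without single mice the log2 fold change lay between -7.13 and -5.50. In both genes the groups did not overlap (exact permutation test, p = 0.007937, the smallest p possible with 5 mice in each group).

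**Figure D3:**
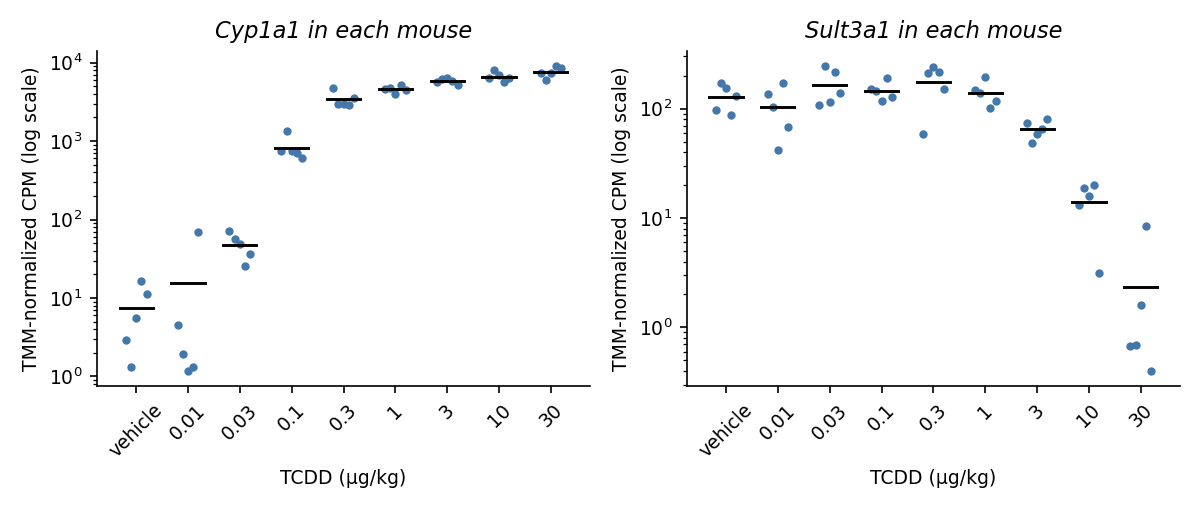
TMM-normalized CPM of *Cyp1a1* (left) and *Sult3a1* (right) on a log axis against the dose of TCDD (x axis, µg/kg). Each point is a mouse (5 per group) and black lines are group means. *Cyp1a1* rises from a mean of 7.50 CPM to 7627 CPM, and *Sult3a1* falls from 128 CPM to 2.35 CPM at 30 µg/kg.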

*Cyp1a1* exhibited a 771- and 82-fold induction, while *Sult3a1* was repressed 100- and 25- fold by RNA-Seq and microarray analysis, respectively. The magnitude of the fold change at both extremes illustrate the difference in dynamic range between the two platforms.

Within the 12,165 common RNA-Seq and microarray genes, 901 and 1,270 DEGs were identified, respectively (Figure 1C). Comparative analysis revealed that only 449 genes were common to both datasets (Figure 3A) and that a similar overlap is observed for each dose independently (data now shown). Nevertheless, a majority of the 12,165 genes detected by both platforms (Figure 3B), the union of 1,722 DEGs across both platforms (Figure 3C), and the 449 DEGS common to both platforms (Figure 3D) exhibited positive fold change and P1(*t*) value correlations, indicating a strong correlation between RNA-Seq and Agilent. As seen with sample size, relaxing the cut-off criteria for the union of the RNA-Seq and microarray data sets increased the overlap suggesting differences were most likely due to genes approaching but not satisfying hard fold change and/or P1(*t*) cut-offs, despite evidence of differential expression.

**Figure 3:**
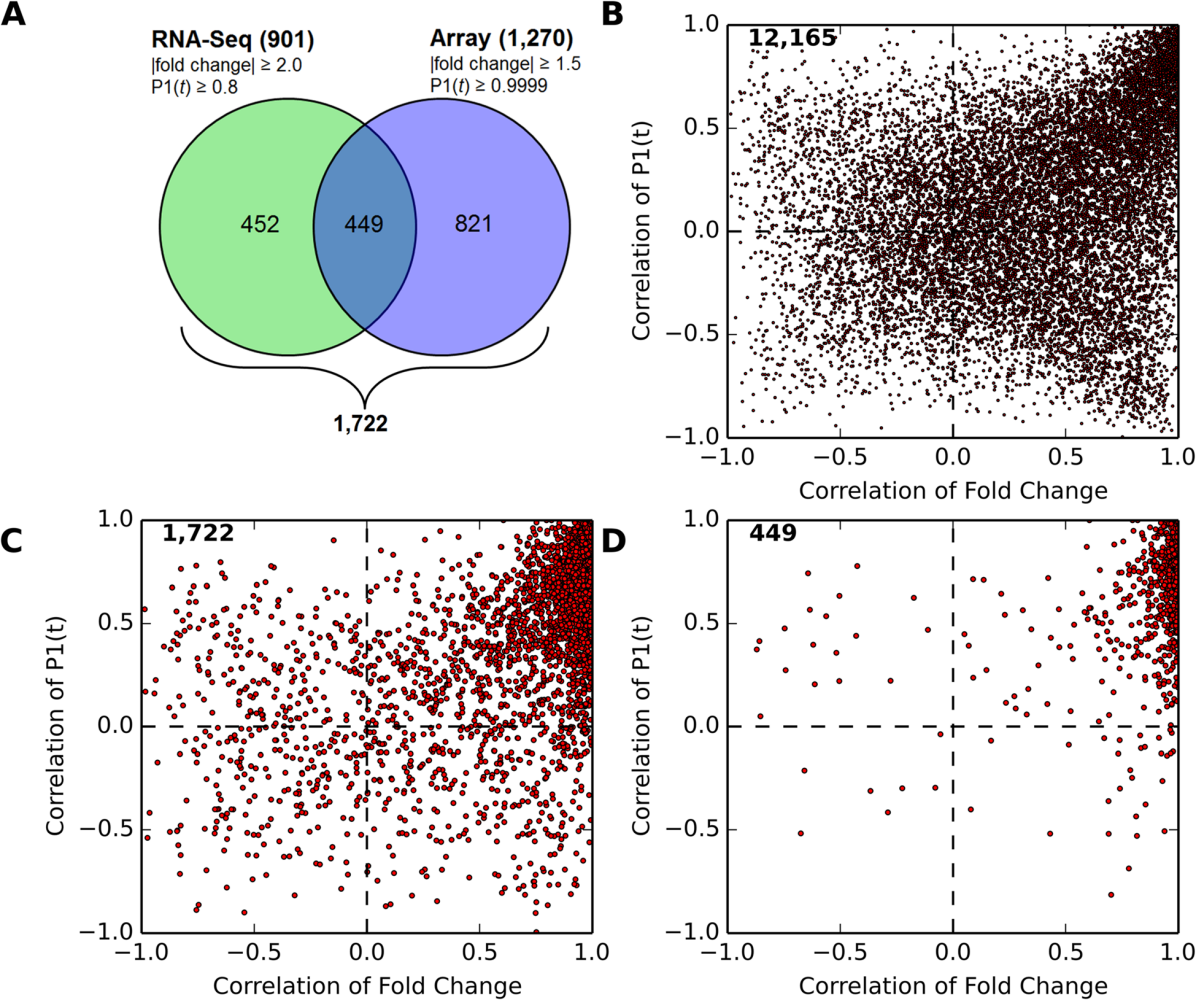
Comparison of RNA-Seq and Agilent DEGs. **(A)** Overlapping, RNA-Seq-specific and Agilent-specific DEGs were identified. Correlation of fold changes and P1(*t*) values were examined for **(B)** all 12,165 expressed genes detected by both platforms, **(C)** the union of 1,722 differentially expressed genes (DEGs), and **(D)** the 449 DEGs detected by both platforms.

Despite the overlap of only 449 genes, comparison of functional enrichment analyses identified DEGs associated with lipid binding, processing, and metabolism, oxidative stress, immune responses, cell adhesion and movement, and extracellular matrix remodeling within RNA-Seq and Agilent data sets (Additional file 3: Table S2) consistent with previous reports [32,34]. Additional analysis of genes unique to RNA-Seq also identified carbohydrate binding and extracellular matrix remodeling as enriched functions while unique microarray genes show lower enrichment of these functions (Additional file 4: Table S3).

### RNA-Seq outperforms microarray DEG identification

A subset of RNA-Seq and Agilent responses were further investigated using WaferGen SmartChip Real-Time PCR. This included 7 negative controls (unchanged in both datasets), 13 positive controls (changed in both datasets), 35 RNA-Seq specific genes, and 34 Agilent specific genes (Additional file 5). 

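In the RNA-Seq counts, the genes picked for PCR differed in depth by category. The 34 RNA-Seq-specific genes whose identifier was found in the files had a median of 6.5 reads per vehicle mouse (0.2 to 60820 as group means), and 24 of them had under 10 reads in the group with the fewest. The 34 Agilent-specific genes had a median of 288.8 reads in vehicle mice, the 13 positive controls 2346 and the 7 negative controls 1211. With 5 mice per group and edgeR's quasi-likelihood test (fold change of at least 2, adjusted p-value under 0.05), DEGs at any dose were 34 of the 34 RNA-Seq-specific genes, 11 of the 13 positive controls, 8 of the 34 Agilent-specific genes and 2 of the 7 negative controls. At a fold change of at least 1.5 the Agilent-specific genes with a call rose most, to 12.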

The platform-specific genes included 20 exhibiting divergent responses (maximum of |RNA-Seq fold change – microarray fold change|). 

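The PCR and array measurements are not in the files analysed here, so the PCR outcome of each gene was taken from the paper's Additional file 5, and the RNA-Seq calls were made again from the counts. By that file, 36 of the 81 genes changed by PCR and 45 did not. With 5 mice per group, edgeR's quasi-likelihood test called 50 of the 81 genes DEGs at any dose (fold change of at least 2, adjusted p-value under 0.05). Of these, 29 had changed by PCR and 21 had not, so 42% of these 50 RNA-Seq DEGs were unchanged by PCR (95% Clopper-Pearson interval 28.2% to 56.8%). The other 7 PCR-changed genes were not called, a sensitivity of 80.6%, and the specificity was 53.3%. With posterior probabilities of at least 0.8, the alternative that moved it most, 15 of the called genes were unchanged by PCR, or 34.1%. Leaving out each mouse in turn gave 37.8% to 43.8%. The interval treats the 50 genes as drawn at random from the DEGs. The PCR genes were picked by category, in part from the paper's own RNA-Seq calls, so these shares hold for the PCR genes only. Comparing the counts of false calls of the 2 platforms, the paper puts RNA-Seq ahead of the array.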

Of the 81 genes validated, Agilent identified 20 false negatives and 25 false positives for a false discovery rate (FDR) of 54% while RNA-Seq found 9 false-negatives and 10 false-positives for a FDR of 24% (Figure 4A). Overall, RNA-Seq outperformed Agilent on sensitivity, specificity, precision, accuracy, FDR, and false negative rate (Figure 4B).

**Figure 4:**
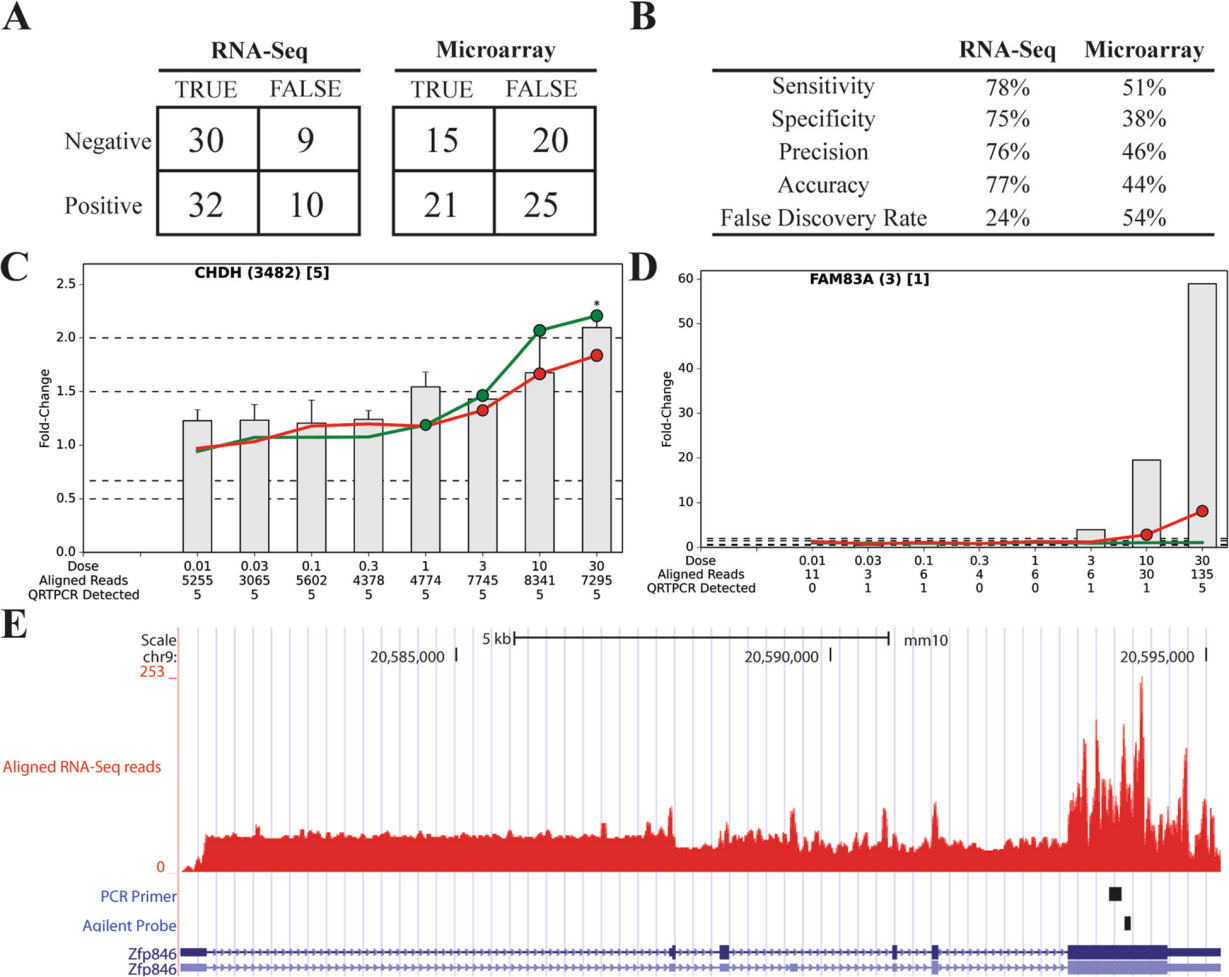
Verification of RNA-Seq and Agilent DEG identification by WaferGen SmartChip Real-Time PCR analysis. **(A)** QRTPCR data (n = 5) was used as the “gold standard” to determine true and false positives and negatives for RNA-Seq (n = 3) and Agilent (n = 3) datasets. **(B)** Performance metrics of RNA-Seq and Agilent validated by QRTPCR. **(C)** Representative example of a false-negative and **(D)** false-positive response in the RNA-Seq dataset. Official gene symbols are indicated in upper left corner with the number of RNA-Seq aligned reads in parentheses () and number of samples with C_t_ values lower than background in brackets [] for vehicle control samples. Bars represent mean fold-change determined by WaferGen technology (±SEM), the red line represents RNASeq fold-change, and the green line represents Agilent fold change. Significant differences within WaferGen data were determined by one-way ANOVA followed by Dunnett’s *post-hoc* test and indicated by an asterisk (*) with the exception of *Fam83a* whose undetectable levels prevented statistical testing. Red (RNA-Seq) and green (Agilent) dots represent P1 (*t*) values with size indicating level of significance (small ~0.8, large ~1). Labels on the X-axis indicate the dose of TCDD (μg/kg), number of aligned RNA-Seq reads, and number of samples with C_t_ values lower than background. Dashed lines indicate 1.5 and 2.0 |fold-change| thresholds to identify DEGs. **(E)** UCSC genome browser track illustrating PCR primer and Agilent probe alignments for Zfp846. The *Zfp846* loci is presented in blue with exons (closed boxes) and introns (solid line). The arrowheads indicate the direction of transcription.

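Additional file 5 lists 9 genes as RNA-Seq false negatives. Their mean reads per vehicle mouse ran from 170.4 to 90670, with a median of 6015. In the 5-mouse edgeR test, 7 of the 9 had an adjusted p-value under 0.05 at some dose, 5 also passed a fold change of 1.5, and 3 passed a fold change of 2. *Chdh* (ENSMUSG00000015970, chromosome 14, 30009023 to 30040527) had 3482 reads on average in vehicle mice and 7296 at 30 µg/kg. It rose from 213.5 ± 25.7 to 374.7 ± 22.6 CPM (SD, n = 5 each), a log2 fold change of 0.812 (standard error 0.095, adjusted p = 6.873e-09, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) or 1.755-fold, and the mice of the 2 groups did not overlap. Its fold change was under the cut-off of 2, and without TMM normalization the log2 fold change was 1.03. The paper reasons that such genes respond alike on each platform and miss the filtering criteria.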

Further examination of false negatives/positives identified by RNA-Seq revealed that false negatives were largely due to failing to meet the filtering criteria, despite remarkably similar expression patterns across all three technologies (Figure 4C and Additional file 6). False positives typically included genes with low numbers of reads and, in most cases, changed expression from non-detectable to modest or vice-versa, suggesting they are in fact true positives (Figure 4D and Additional file 7).

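The 15 genes listed as RNA-Seq false positives had a median of 2.8 reads in the dose group with the fewest, and the 27 true positives 128. On the log2(reads + 1) scale the mean fell by 4.33 from the true to the false positives (permutation test with 100000 resamples, p = 0.00186). The sets were picked differently, though, since 12 of the true positives and 1 of the false positives are positive controls. Among the RNA-Seq-specific genes alone, the median was 2.7 reads in the 14 false positives and 4.8 in the 15 true positives, and the mean on the same scale fell by 2.27, a difference that did not hold up (permutation test, p = 0.1434). This comparison was added after the values were seen. In 8 of the 15 the lowest group mean was 4 reads or fewer, and in 10 it was under 10. In the 5-mouse edgeR test 14 of the 15 were DEGs, with largest fold changes between 2.407 and 599.7. The remaining gene, *Fabp5*, reached 1.997-fold and was not a DEG. *Fam83a* (ENSMUSG00000051225, chromosome 15, 57985419 to 58011009) had 2.6 reads on average in vehicle mice (0 to 6) and 135 at 30 µg/kg (57 to 227). That is a log2 fold change of 5.36 (standard error 0.54, adjusted p = 2.075e-10, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 5.58 without TMM normalization. Every mouse at 30 µg/kg was above every vehicle mouse. In the opposite direction, *Pnpla3* went from 159.6 to 11 reads and *Tlr5* from 160.8 to 32 reads between the vehicle and 30 µg/kg. From low reads and changes out of or into the undetectable range, the paper proposes that the false positives are true positives.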

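In the RNA-Seq counts none of the 6 genes named for the array was a DEG at any dose. At 30 µg/kg the log2 fold change of *Disp2* was -0.669 (standard error 0.27, adjusted p = 0.06122), that of *Gabbr1* 0.389 (adjusted p = 0.1205) and that of *Heatr5a* 0.098 (adjusted p = 0.5992), all from edgeR's quasi-likelihood test. *Wdr11* was at -0.093 (adjusted p = 0.3873), *Zfp524* at -0.135 (adjusted p = 0.5008) and *Zfp846* at -0.252 (adjusted p = 0.1838). Mean reads per vehicle mouse ran from 68.6 on *Zfp846* to 693.4 on *Wdr11*. Without TMM normalization *Wdr11* changed sign, to 0.122, and *Zfp524*, to 0.073. *Sult2a7* (ENSMUSG00000094156, chromosome 7) fell from 35.6 ± 13.0 to 1.16 ± 1.14 CPM (SD, n = 5 each), a log2 fold change of -4.92 (standard error 0.60, adjusted p = 1.968e-08 in the same test). *Tlr5* (ENSMUSG00000079164, chromosome 1) fell from 9.77 ± 2.11 to 1.58 ± 0.33 CPM (SD, n = 5 each), a log2 fold change of -2.60 (standard error 0.21, adjusted p = 4.96e-13). *Uox* (ENSMUSG00000028186, chromosome 3) fell from 3746 ± 439 to 1707 ± 360 CPM (SD, n = 5 each), a log2 fold change of -1.13 (standard error 0.18, adjusted p = 4.742e-06). All 5 mice at 30 µg/kg were below every vehicle mouse in these 3 genes (exact permutation test, p = 0.007937, the floor for this design). Without TMM normalization *Uox* was at -0.928, short of the cut-off of 2-fold.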

Agilent genes showing the most divergent expression compared to WaferGen were *Disp2*, *Gabbr1*, *Heatr5a*, *Wdr11*, *Zfp524*, and *Zfp846* (Additional file 8), while *Sult2a7*, *Tlr5*, and *Uox* were only identified as DEGs by RNA-Seq (Additional file 9). Overall, there was excellent agreement between RNA-Seq and WaferGen with Agilent exhibiting divergence. Examination of Agilent probes revealed *Disp2* and *Tlr5* did not match their intended target, whereas *Heat5ra* and *Wdr11* exhibited different responses depending on the Agilent probes querying different gene regions. However, the Agilent probe sequence and WaferGen primers for *Zfp846* queried adjacent regions suggesting non-specific hybridization (Figure 4E). 

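*Zfp846* (ENSMUSG00000058192) lies on the forward strand of chromosome 9 of GRCm38 from 20581291 to 20605409. The forward PCR primer of Additional file 5, GCGGAACCATGTAGGAAGAA, matches the gene's transcripts at 20593712 to 20593731, and the reverse primer, CCTTTCCACATTCCTTGCAT, as its reverse complement at 20593841 to 20593860. Both sites lie inside 1 exon, the last of each of the 3 transcripts matched, which is the fifth exon of Zfp846-201. RNA-Seq counted 68.6 reads on the gene in vehicle mice (55 to 89, n = 5) and 68.6 at 30 µg/kg (43 to 94, n = 5). CPM were 4.18 ± 0.50 and 3.51 ± 0.25 (SD, n = 5 each), a log2 fold change of -0.252 (standard error 0.14, adjusted p = 0.1838, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.040 without TMM normalization. An exact permutation test of this gene alone, not adjusted for the number of genes, gave p = 0.03175. The Agilent probe's sequence was not matched here. Since probe and primers query adjacent regions, the paper proposes that the array probe hybridized to other transcripts.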

Therefore, in addition to artifactual platform specific differential gene expression due to hard cut-off criteria, discrepancies between RNA-Seq and Agilent can also be attributed to differences in sensitivity and probe designs that query different regions, have no known target (mis-annotated) and/or are susceptible to cross-hybridization.

### RNA-Seq versus Agilent dose response analysis

Dose–response modeling is critical in regulatory decision-making. Consequently, point of departure (POD) estimates for the benchmark dose (BMD; dose at which response begins to be different from control) and the benchmark dose limit (BMD(L); lower limit of a one-sided 95% confidence interval on the BMD) were determined using BMDExpress [35]. 

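The 2119 edgeR DEGs of the 5-mouse dataset were fitted here with Hill, power, linear and polynomial 2 models by least squares on log2 CPM, because BMDExpress itself could not be run. The best model had the lowest Akaike information criterion. The benchmark dose was the dose at which the fitted curve left the vehicle level by 1.349 residual SD. A gene counted as fitted with a benchmark dose of at most 30 µg/kg and a lack-of-fit p over 0.1. In all, 1669 DEGs (78.8%) were fitted, 873 with the Hill, 467 with the polynomial 2, 322 with the linear and 7 with the power model. The median benchmark dose was 3.17 µg/kg, with quartiles of 1.09 and 7.99 µg/kg, and 382 genes had one under 1 µg/kg. Of the others, 223 had a benchmark dose above 30 µg/kg or none, and 268 DEGs had a lack-of-fit p of 0.1 or less. With each mouse left out in turn, 1541 to 1917 genes were fitted and the median lay between 2.58 and 4.38 µg/kg. Among the other settings, dropping the lack-of-fit filter moved the number of fitted genes most, to 1896. The lower confidence limits of the benchmark doses were not computed.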

BMDExpress fit 842 of 1,249 RNA-Seq DEGs with dose response curves compared to 660 of 1,434 Agilent DEGs (Figure 5A). Within the 449 DEGs common to both technologies, 142 (32%) were fitted with dose–response curves. Platform difference in dynamic range and ability to detect low abundant transcripts influenced POD estimates. For example, at low BMD(L) estimates, Agilent values were higher compared to RNA-Seq due to poorer resolution at low expression levels. At higher BMD(L) estimates RNA-Seq values were higher, likely due to microarray signal compression (Figure 5C). Nevertheless, POD estimates and rank were strongly correlated between both technologies (Figure 5C and Additional file 10). 

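For the same 2119 DEGs, benchmark doses were fitted again to 20 draws of 3 mice per group. A median of 1453.5 genes (1402 to 1512) was fitted with both 3 and 5 mice, and in a median of 86.3% of them the 2 benchmark doses were within 3-fold of each other (79.7% to 90.4%). With 4 mice per group the share was 93.7% (90.5% to 95.8%). Widening the window to 10-fold moved the share for 3 mice to 96.1%. The median benchmark dose was 3.19 µg/kg over the draws of 3 mice (2.22 to 4.79), 3.39 µg/kg over those of 4 mice (2.68 to 4.79) and 3.17 µg/kg with 5 mice, which lies inside both ranges. The rank correlation of the benchmark doses with those of 5 mice, across genes that are not independent replicates, was 0.800 with 3 mice and 0.905 with 4 mice. The paper concludes, without showing the data, that sample size does not influence its estimates.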

Moreover, POD estimates were not influenced by sample size (data now shown).

**Figure 5:**
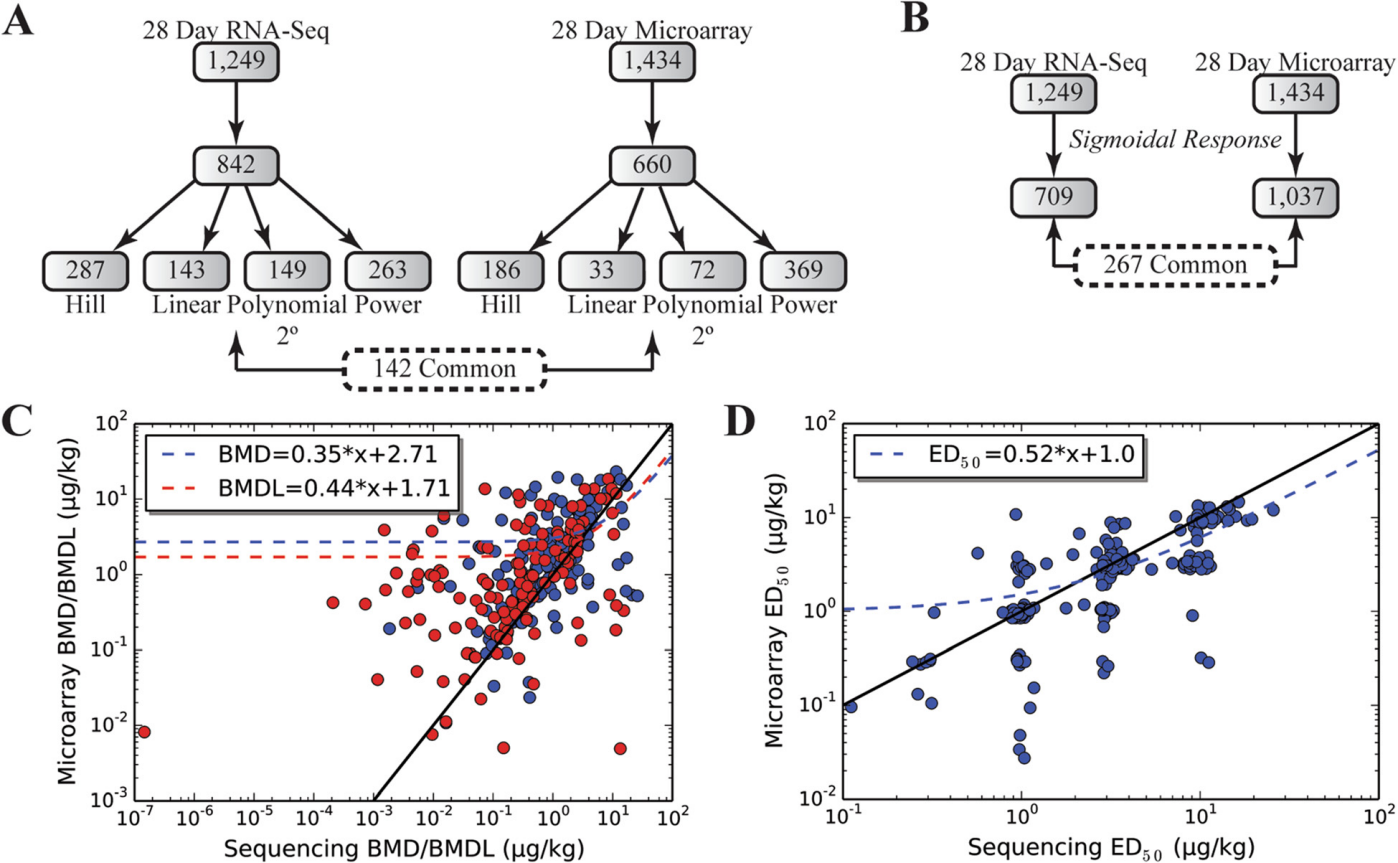
Comparison of RNA-Seq and Agilent dose–response modeling. **(A)** The ToxResponse modeler [36] was used to identify genes fitting a sigmoidal response for the estimation of ED_50_s while **(B)** BMDExpress [35] was used to find the best fit curves for point of departure (BMD and BMDL) estimates. Correlation of **(C)** ED_50_s and **(D)** BMD (blue circles) and BMDL (red circles) estimates were examined for all comparable genes.

For ED_50_ estimates, 709 of 1,249 RNA-Seq DEGs exhibited a sigmoidal dose response as determined by the ToxResponse Modeler [36] while 1,037 of 1,434 Agilent DEGs exhibited a sigmoidal dose response with 267 in common between both platforms (Figure 5B). 

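A sigmoid on the log dose scale was fitted here to the 2119 edgeR DEGs of the 5-mouse dataset in place of the ToxResponse Modeler, with the vehicle placed at 0.001 µg/kg. A gene counted as sigmoidal when the sigmoid had a lower Akaike information criterion than a constant and a straight line, an ED50 from 0.01 to 30 µg/kg and a lack-of-fit p over 0.1. This held for 961 DEGs (45.4%), of which 666 increased and 295 decreased. Their median ED50 was 3.98 µg/kg, with quartiles of 1.41 and 8.91 µg/kg. With each mouse left out in turn, 886 to 995 genes were sigmoidal, and the median ED50 lay between 3.55 and 5.01 µg/kg. Without the lack-of-fit filter 1099 genes were sigmoidal, the largest change among the settings tried.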

Correlation of the ED_50_s (dose at which the response is 50% of maximal response), found Agilent ED_50_s to be higher compared to RNA-Seq at low estimates. In contrast, RNA-Seq ED_50_s were higher at higher estimates (Figure 5C). The lower slope (0.52) is consistent with microarray signal compression and poorer ability to detect low abundance transcripts.

## Discussion

Whole genome gene expression analysis provides comprehensive data on potential mechanisms of action as well as product safety [1,2]. As regulatory agencies and researchers struggle to incorporate omic data into decision-making and research applications, the technology continues to evolve requiring the verification of reproducibility, reliability, and continuity [16,25]. Hybridization-based platforms such as Affymetrix GeneChips and Agilent oligonucleotide microarrays are being replaced by NGS technologies such as RNA-Seq. Although several studies have reported comparable technical reproducibility, variance structure, absolute expression, and DEG identification capabilities using different study designs and model systems [1,11,14,15,25], only one has investigated dose response [30], the corner stone of risk/safety assessment. Our study complements and extends previous comparisons by evaluating the dose-dependent hepatic changes in gene expression using RNA-Seq and Agilent 4×44 K oligonucleotide microarrays. We used the same normalization and analysis methods to minimize bias while further investigating the cause of qualitative and quantitative differences between RNA-Seq and Agilent oligonucleotide microarrays. In comparison to WaferGen SmartChip QRTPCR, we demonstrate that some differences between RNA-Seq and Agilent DEG identification may not be as significant as previously reported.

DEGs were identified using an adapted semi-parametric normalization approach followed by an empirical Bayes method that used model-based t values to calculate posterior probability P1(*t*) values on a per gene and dose basis [22,23]. Bayes models take into account adjacent points to consider trends within time course and dose response data sets. Therefore, P1(*t*) values do not test hypotheses, and can be used to rank and prioritize DEGs based on their probability of differential expression. This allows cut-off criteria to be varied in order to include well characterized responsive genes and mechanistic significance in the context of observed phenotypes, without violating any assumptions. In our study, varying the cut-off criteria demonstrated that RNA-Seq was particularly sensitive to P1(*t*) changes likely due to its much larger dynamic range compared to microarrays (Figure 1A, E).

The influence of sample size on DEG identification has not been adequately investigated. Power analyses suggest sample sizes of 3–25 depending on sequencing depth and budget [37] while others have examined 2, 4, and 5 replicates using synthetic datasets and various analysis approaches [20]. We identified comparable numbers of DEGs when using 3, 4, or 5 independent replicates at a sequencing depth of 30 M (Figure 2A). Moreover, there was a strong correlation across all sample sizes indicating RNA-Seq responses were not significantly influenced by the sample size (Figure 2B-D), facilitating cross-technology comparisons using a sample size of 3 in this study.

Overall, RNA-Seq detected more genes expressed in the liver (Figure 1A). Many of the genes only detected on Agilent microarrays could also be identified within the RNA-Seq dataset by lowering the number of reads threshold (Figure 1C). Similarly, most DEGs identified only on Agilent microarrays could also be detected in the RNA-Seq dataset by lowering the selection criteria, particularly the P1(*t*) cut-off. Comparing RNA-Seq and Agilent datasets for DEGs identified a 35% – 50% overlap (Figure 3A), similar to previous reports [1,13,14]. WaferGen QRTPCR, RNA-Seq and Agilent dose response curves were remarkably similar for many genes classified as either RNA-Seq- or Agilent-specific (Figure 4C, D and Additional file 7: Figure S4, Additional file 8: Figure S5, Additional file 9: Figure S6, Additional file 10: Figures S7) suggesting that differences between platforms were due more to selection criteria as opposed to differences in expression. Consequently, RNA-Seq quantitatively outperformed Agilent microarrays when identifying the total number of genes expressed in the liver, and differentially expressed by TCDD (Figure 4B). In addition, RNA-Seq provided more definitive qualitative data regarding the identity of the gene that the transcript represented and identified more genes involved in pathways known to be affected by TCDD. Previous studies suggest RNA-Seq performance was mixed for detecting the differential expression of low expressed genes [1,13]. However, detection of low abundance genes improves dramatically at ~30 M reads [1,13], the sequencing depth used in this study.

Further analysis of genes exhibiting divergent expression (e.g. upregulated in RNA-Seq and downregulated in microarray) identified two principal contributing factors. First, some Agilent probes were misannotated and did not target the expected gene possibly due to outdated annotation provided by manufacturer, but nevertheless, requiring re-evaluation and re-annotation. Second, multiple probes for the same gene also showed divergent responses indicating either non-specific binding (cross-hybridization) or the presence of variant transcripts that targeted individual probes. RNA-Seq analysis mitigates these disadvantages by using the most recent genome build available and its associated annotation, while providing the opportunity to identify treatment-specific transcript variants.

Risk assessments typically involve four components: hazard identification, dose response characterization, exposure assessment and risk characterization. Omic technologies are expected to improve risk assessment by providing more qualitative and quantitative data. This includes the use of gene expression profile or fingerprint classifiers that not only identify comparable modes/mechanisms of action in hazard identification, but could also justify the use of refined uncertainty factors for extrapolation between species. In addition, RNA-Seq provides a greater number of responsive genes that can be functionally annotated, associated with a key event, and modeled for ED_50_ values and point of departure (POD) estimates such as BMD and BMD(L). Despite the challenges of incorporating omic data into risk assessment, the goal is to provide data that complements existing testing guidelines and requirements to support a more quantitative, mechanistically-based risk assessment.

RNA-Seq and Agilent datasets were analyzed for TCDD-elicited dose-dependent gene expression using ToxResponse modeler and BMDExpress. Although only a small subset of genes exhibited dose-dependent responses in both technologies (Figure 5A, B), the correspondence between both was strong. Overall, RNA-Seq POD and ED_50_ values were considered to be more accurate due to its ability to detect lower abundance genes and greater dynamic range (Figures 1D, E and 5C, D). Data compression and lower sensitivity also affects the slope of the dose response curve which may confound interpretation of receptor interaction mechanisms and cross-ligand comparisons used to determine toxic equivalency factor (TEF) estimates for polychlorinated dibenzo-p-dioxins (PCDDs), dibenzofurans (PCDFs), and dioxin-like polychlorinated biphenyls (PCBs) [38].

## Conclusions

RNA-Seq exhibited superior qualitative and quantitative performance compared to Agilent microarrays. Our results are not only consistent with most, if not all, previous comparative studies [1,12-14], but also provide additional complementary dose response evidence in a mouse model. Furthermore, differences between RNA-Seq and Agilent differential gene expression are largely due to filtering criteria and gene annotation, not differences in patterns of expression. Although some results between the platforms are comparable, accumulating evidence supports the use of RNA-Seq over microarrays for dose response studies.

## Methods

### Animal handling and treatment

Female C57BL/6 mice from Charles Rivers Laboratories (Portage, MI) were received on postnatal day 25 (PND25), housed in polycarbonate cages with cellulose fiber chips (Aspen Chip Laboratory Bedding, Northeastern Products, Warrensburg, NY) at 30–40% humidity, and acclimatized for 4 days using a 12 h light/dark cycle. Mice were fed *ad libitum* with Harlan Teklad 22/5 Rodent Diet 8940 (Madison, WI) and had free access to deionized water. On PND 28 and every following 4th day animals (N = 5) randomly assigned to treatment groups were orally gavaged with 0.1 mL sesame oil vehicle control or 0.01, 0.03, 0.1, 0.3, 1, 3, 10, or 30 μg/kg TCDD (Dow Chemical Company, Midland, MI) for a total of 28 days. On day 28 mice were sacrificed and livers were frozen in liquid nitrogen, and stored at-80°C. We assumed that randomization and consistent conditions across all treatment groups negated any gene expression effects due to differences in estrous stage. All procedures were carried out with the approval of the Michigan State University All-University Committee on Animal Use and Care.

### RNA isolation

Frozen liver samples (~100 mg) were transferred to 1.3 mL of TRIzol (Life Technologies, Carlsbad, CA) and homogenized using a Mixer Mill 300 tissue homogenizer (Retsch, Germany). Total RNA was isolated according to manufacturer’s protocol with an additional phenol:chloroform extraction (Sigma-Aldrich, St. Louis, MO). Isolated RNA was resuspended in RNA storage solution (Life Technologies). Total RNA was quantified and assessed for purity by nanodrop (Thermo Scientific, Waltham, MA), Qubit (Life Technologies), and Bioanalyzer (Agilent Technologies, Santa Clara, CA). Total RNA quality was also assessed using the A_260_/A_280_ ratio and by visual inspection on a denaturing gel. All sample processing and analysis was performed blinded to treatment group when possible.

### Microarray study design

Total RNA from treated animals were hybridized with vehicle control samples to 4×44 K Agilent microarrays (version 1; Agilent Technologies, Inc.). Microarrays were performed with three biological replicates (N = 3), commonly used in microarray assessments [9,32,33], using two independent labelings (Cy3 and Cy5) with dye-swap according to manufacturer’s protocol (Agilent Manual: G4140–90040 v. 5.7). Microarray slides were scanned at 532 nm (Cy3) and 635 nm (Cy5) on a GenePix 4000B scanner (Molecular Devices, Sunnyvale, CA). Images were analyzed for feature and background (circular region with a 3x larger diameter around the feature) intensities using GenePix Pro 6.0 (Molecular Devices). GenePix called a feature “detected” (i.e., expressed in the liver) when the median feature intensity was greater than the median background intensity.

Data were normalized using a semi-parametric approach [22] in SAS v9.3 (SAS Institute Inc., Cary, NC). Posterior probabilities (P1(*t*)) values were calculated using an empirical Bayes method based on a per gene and dose basis using model-based t values [23]. Priors were estimated using model-based t-values calculated for all probes and doses. Specifically, the empirical distribution of f (t, dose) is estimated from the 371,403 t-values (41,267 probes × 9 doses). The data was annotated by NCBI Entrez Gene ID provided by manufacturer and managed in TIMS dbZach data management system [39] and deposited in the Gene Expression Omnibus database (GEO; GSE62903).

### RNA-Sequencing, alignment, and analysis

RNA-Sequencing was performed at the Michigan State University Research Technology Support Facility Genomics Core (RTSF, https://rtsf.natsci.msu.edu/genomics). In summary, libraries from five independent biological replicates (N = 5) were prepared using the Illumina TrueSeq RNA Sample Preparation Kit (Illumina, San Diego, CA) according to manufacturer’s instructions. Library sizes were confirmed using Caliper GX (Perkin Elmer, Waltham, MA), and quantified by qPCR using the Kapa Biosystems quantification kit (Wilmington, MA). Sequencing of libraries was performed by pooling 10 random samples at equimolar ratios, quantified again by qPCR (Kapa Biosystems), and distributed across two lanes of the flow cells to maintain library complexity, and loaded onto an Illumina HiSeq 2500 and clustered onboard.

The Michigan State High Performance Computer (MSU HPCC; https://icer.msu.edu/hpcc) was used for read processing and analysis. Reads, 1×50 bp with a seven-base index, were demultiplexed and quality was determined using FASTQC v0.11.2 (www.bioinformatics.babraham.ac.uk/projects/fastqc/). Adaptor sequences were removed using Cutadapt v1.4.1 [40] and low-complexity reads were cleaned using FASTX v0.0.14 (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Reads were mapped to the mouse reference genome (GRCm38 release 74) using Bowtie 1.0.0 and TopHat v1.4.1 [41] using default paramaters and a minimum and maximum intron length of 10 and 15000, respectively. Alignments were converted to SAM format using SAMTools v0.1.19. (samtools.sourceforge.net/). Gene counts were determined using HTSeq v0.6.1 [42] in intersection-nonempty mode (−m intersection-nonempty). In this study, a gene was considered “detected” (i.e., expressed in the liver) when the number of aligned reads was greater than 4, which resulted in ≥85% of “detected” genes present in all samples. RNA-Seq data is deposited in GEO (GSE62903).

Counts were transformed through variance stabilizing transformation (VST) using the DESeq package [19] in R (www.r-project.org) according to the DESeq reference manual. Data was normalized using a semi-parametric approach [22] in SAS v9.3 (SAS Institute Inc., Cary, NC). Posterior probabilities P1(*t*) values were calculated using an empirical Bayes method based on a per gene and dose basis using model-based t values [23]. The priors were estimated using model-based t-values calculated for all detected genes and doses. For example, the empirical distribution of f (t, dose) for the n = 5 dataset is estimated from 162,567 t-values (18,063 genes × 9 doses).

### Functional enrichment analysis

Functional enrichment analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID, http://david.abcc.ncifcrf.gov) [43] filtered for gene ontology biological processes (BP), molecular functions (MF), and cellular component (CC). Functional categories were considered enriched when the –log scale geometric mean p-value ≤ 0.05 (enrichment score ≥ 1.3).

### WaferGen smartchip real-time PCR

Total RNA (2 μg) was reversed transcribed using SuperScript II (Invitrogen) and oligo-dT primers. The WaferGen SmartChip (WaferGen Biosystems, Fremont, CA) was prepared according to manufacturer’s instructions at a final cDNA concentration of 1.25 ng/μl, primer concentration of 250 nM, and 1X SYBR Green mastermix (Bio-Rad, Hercules, CA) dispensed using the WaferGen SmartChip Multisample Nanodispenser. Amplification (cycling conditions of 2.53 min at 95°C followed by 40 cycles of 34 sec at 95°C and 1.04 min at 60°C, followed by a melt curve) and detection was performed using the WaferGen Real-Time PCR Cycler at RTSF. Expression was determined using the 2^-ΔΔCt^ method standardized to the geometric mean of reference genes *ActB*, *B2m*, *Gapdh*, *Hmbs*, *Hprt*, *Rn18s*, and *Rps13*. Primer sequences are available in Additional file 5. Data were examined for normality and statistically tested by One-way ANOVA with dose as the factor, followed by Dunnett’s *post-hoc* test, which contrasts to vehicle control, using SAS 9.3.

### Dose–response modeling

Dose–response modeling for the estimation of ED_50_s was performed using the ToxResponse Modeler [36]. For RNA-Seq ED_50_ modeling, gene responses were split into groups of 50 and run in parallel on the MSU HPCC. Only genes with sigmoidal dose-responses (see Burgoon et al., 2008 [36] for example of a sigmoidal dose–response curve) were included in the estimation of ED_50_s. Point of departure (POD) estimates benchmark dose (BMD) and lower 95% confidence limit BMD (BMDL) were estimated as previously described using BMDExpress [8,35,44]. Briefly, gene signal intensities were fit to Hill, power, linear, and polynomial 2 models with a benchmark response factor of 1.349. Best-fit model selection was performed as previously described [8].

## Additional files

Additional file 1:
**Influence of minimum RNA-Seq aligned read threshold on inclusion of genes detected in all samples.**
Additional file 2:
**WaferGen SmartChip QRTPCR validation of typical AhR responsive genes.**
Additional file 3:
**DAVID functional enrichment analysis of DEGs.**
Additional file 4:
**DAVID functional enrichment analysis of technology specific DEGs.**
Additional file 5:
**WaferGen SmartChip QRTPCR primer sequences and validation results.**
Additional file 6:
**WaferGen SmartChip QRTPCR analysis of false-negative RNA-Seq genes.**
Additional file 7:
**WaferGen SmartChip QRTPCR analysis of false-positive RNA-Seq genes.**
Additional file 8:
**WaferGen SmartChip QRTPCR analysis of most divergent expression responses differentially expressed in Agilent microarray dataset.**
Additional file 9:
**WaferGen SmartChip QRTPCR analysis of most divergent expression responses differentially expressed in RNA-Seq dataset.**
Additional file 10:
**Rank order correlation of dose–response modelling estimates.**

# Supplementary material for: RNA-Seq versus oligonucleotide array assessment of dose-dependent TCDD-elicited hepatic gene expression in mice
**Source:** BMC Genomics. 2015 May 10;16(1):373. doi: 10.1186/s12864-015-1527-z
**Supplement:** Additional file 1: — Influence of minimum RNA-Seq aligned read threshold on inclusion of genes detected in all samples.

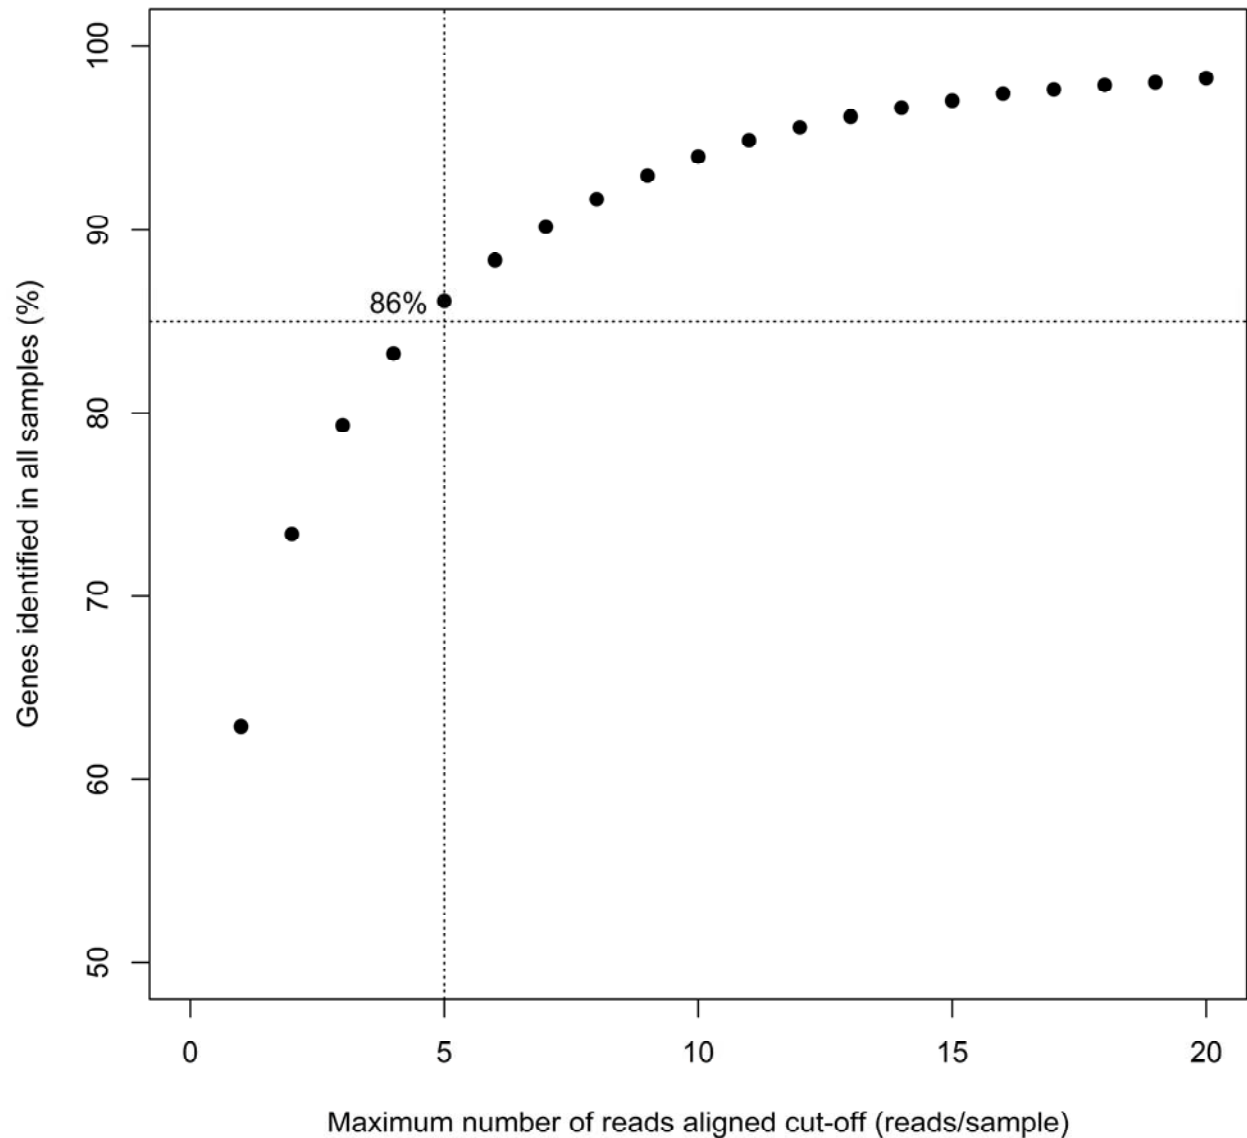

**Supplementary Figure 1** Influence of minimum RNA-Seq aligned read threshold on the inclusion of genes detected in all samples. At a minimum of 5 aligned reads to call a gene “expressed or detected”, 86% of genes included in the analysis were detected in all samples.

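In the files analysed here, 17464 genes had at least 5 reads in some sample, and 80.1% of them had a read in all 45 samples. At a minimum of 1 read the share was 57.3% of 24429 genes, at 2 reads 67.3% of 20783, at 3 reads 73.3% of 19082 and at 4 reads 77.2% of 18123. It rose to 88.2% of 15867 genes at 10 reads, 92.3% of 15112 at 15 reads and 95.0% of 14560 at 20 reads. When all 45 samples had to reach the minimum itself, the share stayed between 57.3% and 72.2%. The supplement's figure traces the same trade between the number of genes kept and the share found in every sample.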

# Supplementary material for: RNA-Seq versus oligonucleotide array assessment of dose-dependent TCDD-elicited hepatic gene expression in mice
**Source:** BMC Genomics. 2015 May 10;16(1):373. doi: 10.1186/s12864-015-1527-z
**Supplement:** Additional file 9: — WaferGen SmartChip QRTPCR analysis of most divergent expression responses differentially expressed in RNA-Seq dataset.

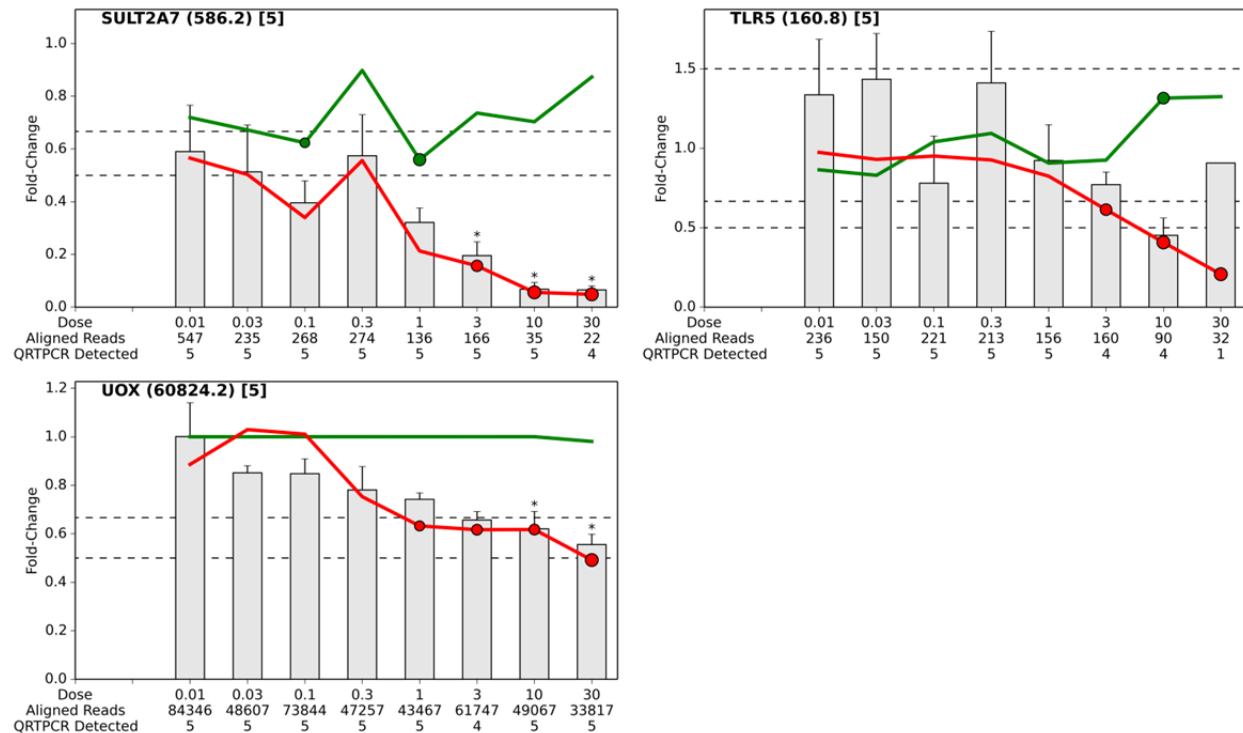

**Supplementary Figure 6** WaferGen SmartChIP QRT-PCR verification of the most divergent genes identified as DEG by RNA-Seq. Official gene symbols are indicated in upper left corner with the number of RNA-Seq aligned reads in parentheses ( ) and number of samples with  $C_t$  values lower than background in brackets [ ] for vehicle control samples. Bars represent mean fold-change determined by WaferGen technology ( $\pm$ SEM), the red line represents RNA-Seq fold-change, and the green line represents Agilent fold change. Significant differences within WaferGen data were determined by one-way ANOVA followed by Dunnett's *post-hoc* test and indicated by an asterisk (\*). Red (RNA-Seq) and green (Agilent) dots represent  $P_1(t)$  values with size indicating level of significance (small  $\sim 0.8$ , large  $\sim 1$ ). Labels on the X-axis indicate the dose of TCDD ( $\mu$ g/kg), number of aligned RNA-Seq reads, and number of samples with  $C_t$  values lower than background. Dashed lines indicate 1.5 and 2.0 |fold-change| thresholds to identify DEGs.

# Supplementary material for: RNA-Seq versus oligonucleotide array assessment of dose-dependent TCDD-elicited hepatic gene expression in mice
**Source:** BMC Genomics. 2015 May 10;16(1):373. doi: 10.1186/s12864-015-1527-z
**Supplement:** Additional file 10: — Rank order correlation of dose–response modelling estimates.

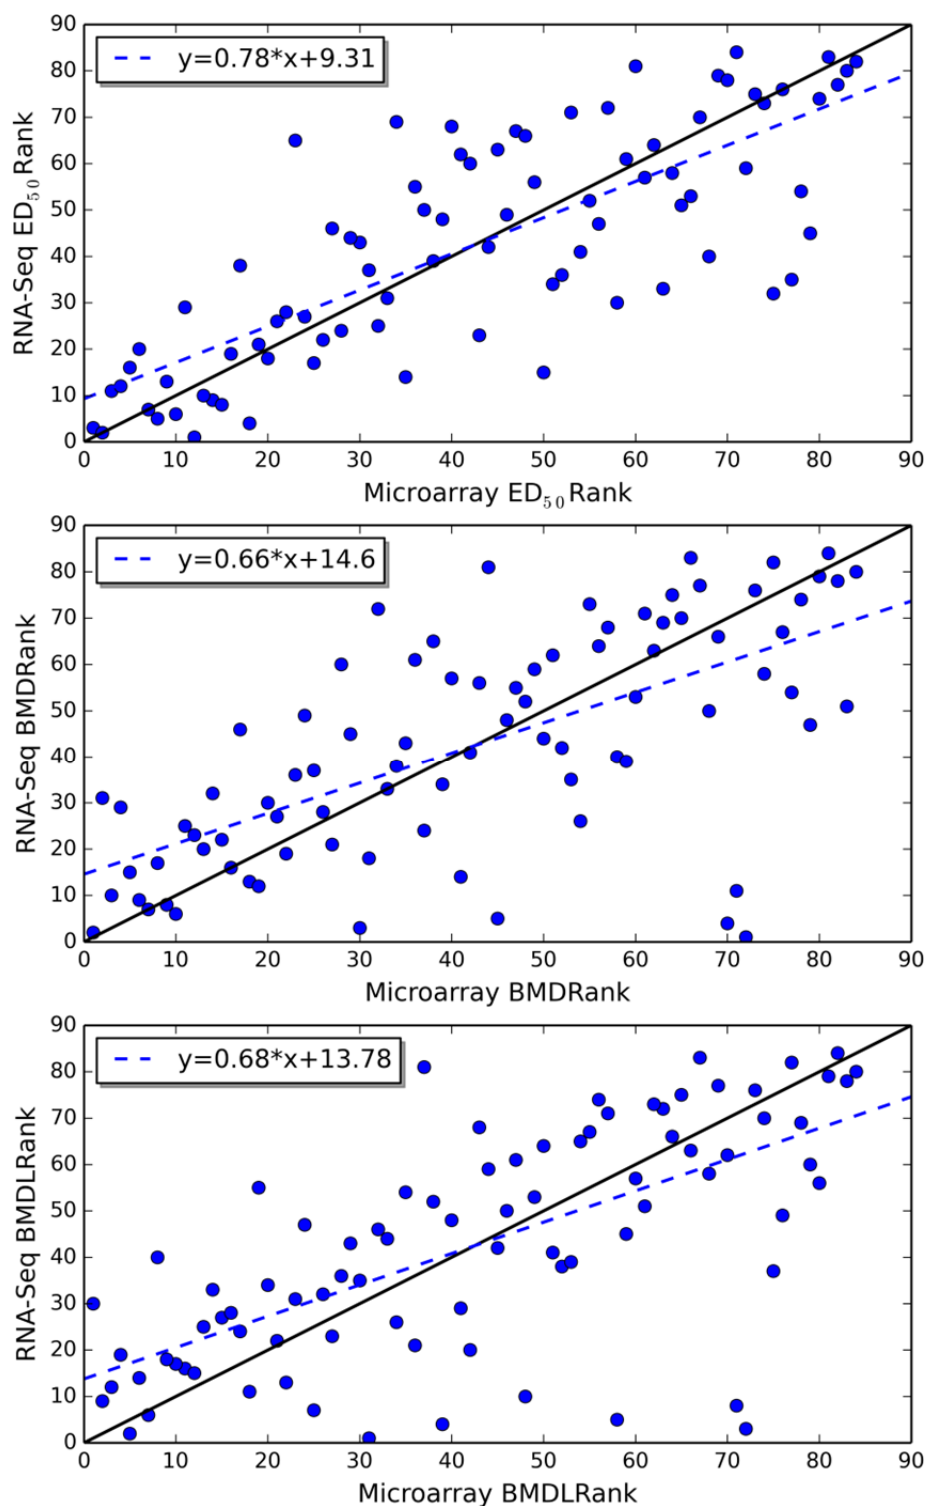

**Supplementary Figure 7** Rank order correlation of dose-response modeling estimates. (a) bench mark dose limit (BMDL), (b) bench mark dose (BMD), and (c) effective dose eliciting a 50% response (ED<sub>50</sub>s) were ranked in both RNA-Seq and Agilent datasets for the 267 genes determined to fit a sigmoidal response by ToxResponse modeler<sup>34</sup> or 142 genes with a best fit curve determined by BMDEpress<sup>35</sup>.

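A rank order correlation compares the order of the genes by their estimated dose rather than the doses themselves, so it does not depend on a scale factor between platforms. The array estimates are not in the files analysed here. On the RNA-Seq side, the 961 sigmoidal DEGs had ED50 values from 0.355 µg/kg at the 5th percentile to 19.95 µg/kg at the 95th percentile, and 935 of them also had a fitted benchmark dose.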

How the deposited data were processed for this re-analysis (not part of the article)

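Liver RNA of 45 mice was analysed, 5 in each of 9 groups given sesame oil or 1 of 8 doses of TCDD from 0.01 to 30 µg/kg every 4 days for 28 days. The values are raw read counts per gene, which the authors made by aligning the reads to the mouse genome with Bowtie and TopHat and counting them on Ensembl genes with HTSeq. The authors' counts hold no normalization, and reads that aligned to more than 1 place were left out of them. The array and PCR measurements are not in the files analysed here, and the PCR outcome of each gene was taken from Additional file 5. Groups were formed from the sample labels and the paper's schedule. The paper states that random samples were pooled for sequencing. The labels do not give the pools, so no comparison could be made within them.

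Reads on genes ranged from 11767284 to 56509899 per mouse, with a mean of 20.98 M and an SD of 9.87 M. Genes with few reads have the least precise values. A gene was detected with more than 4 reads in any sample, which held for 17464 of 39179 genes. Gene positions are those of GRCm38 in the GENCODE annotation, which is later than the release the authors counted on.

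Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, 1 coefficient per group, all 45 samples in 1 fit, the quasi-likelihood test against the vehicle and Benjamini-Hochberg adjustment within each dose. DEGs had a fold change of at least 2 and an adjusted p-value under 0.05, and looser (fold change of 1.5) and stricter (fold change of 1.5 and adjusted p-value under 0.0001) criteria were also counted. Posterior probabilities came from limma 3.58.1 on counts transformed by the variance-stabilizing transformation of DESeq2 1.42.0, as 1 minus the estimated share of unchanged genes times the ratio of the null density to the observed density. They take the place of the semi-parametric normalization and empirical Bayes procedure of the paper, which could not be repeated. Single genes were also compared with exact permutation tests of 5 mice against 5, whose smallest p is 0.007937. Sets of 3 and of 4 mice per group were drawn 20 times with a fixed seed, since the mice of the paper's smaller sets are not listed. In each draw the 3 mice were among the 4.

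Dose-response models were fitted by least squares over a grid of parameters to log2 CPM with a prior count of 2, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The models, the lowest Akaike information criterion, a benchmark response of 1.349 residual SD, a lack-of-fit p over 0.1 and a largest benchmark dose of 30 µg/kg stand in for BMDExpress, and a sigmoid in log dose for the ToxResponse Modeler. Figures were drawn with matplotlib 3.10.9, and overlapping exons were found with bedtools 2.31.1.

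Each script that fits many genes was tested on simulated data with 200 changed genes. The edgeR fit recovered 98% of them with 2 false calls at 30 µg/kg, DESeq2 98.5% with 1 and the posterior calls 88% with 0. The dose-response fits counted 86% of simulated dose-dependent genes as fitted and 85% as sigmoidal. Of the estimates, 99.42% of the benchmark doses and 99.41% of the ED50 values were within 3-fold of the true value. Among flat genes 1% were counted as fitted and 3% as sigmoidal. The changed genes were not low in reads, changed only at 30 µg/kg and lay well past the fold change cut-off. The simulated curves were Hill curves, a form among the models fitted, with the same noise in every gene. Recovery of genes with few reads, small changes or other curves was therefore not tested.

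The genes named in the text were chosen by a rule written before the files arrived. They are the genes the paper names for its RNA-Seq data, the PCR genes, given mostly as counts of genes, and the 5 most increased and 5 most decreased genes at 30 µg/kg. These last had to have an adjusted p-value under 0.05, a mean of at least 10 reads over the vehicle and 30 µg/kg samples, and every treated mouse above or below every vehicle mouse. *Xist* and the X-linked genes in the closing section are outside this rule and were looked at after the files arrived. So were the spreads used to compare an alternative or a paper's value with the main value, which were chosen after the values were seen. They are the SD between mice for the percent of genes present, the SD between draws for overlaps and correlations, jackknife errors for the dose-response results, the SD of the values with a mouse left out for counts of DEGs, and the SD of the fold changes of single mice for *Cyp1a1* and *Sult3a1*. Percentages and counts of PCR genes were compared with the paper's without an error.

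The alternatives covered the normalization (DESeq2's size factors, or none), the genes tested, the samples in each fit, the adjustment over doses, the transformation behind the posterior probabilities, the filters and benchmark response of the dose-response fits, and each mouse left out in turn. Functional enrichment, the array comparisons and the lower limits of the benchmark doses were left out, because their inputs or tools were not available.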

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

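A mouse was flagged where its gap to the nearest of the other 4 mice of its group was unusually large for the group's range. CPM values were compared on a log scale. Among 102 groups tested, 13 were flagged, where 5.1 are expected by chance (1 in 20). The tests on *Xist* were added after its low value in 1 mouse had been seen, which raises the number of flags.

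Sequencing depth gave 3 flags. Mouse L28 at 0.03 µg/kg had 23943553 reads on genes (the others 12583247 to 14542850), L40 at 0.1 µg/kg 56509899 (12121564 to 21083162) and L53 at 1 µg/kg 34079983 (13367961 to 18204287). L28 also had the most genes with more than 4 reads, 14654 against 13815 to 13948. In L53 the ambiguous share of reads was 1.81% (the others 1.574% to 1.618%). The share of reads on the 10 genes with the most reads was 20.49% in L70 at 10 µg/kg (21.8% to 22.09%) and 26.07% in L80 at 30 µg/kg (20.64% to 21.91%). These are properties of the libraries, and no biological explanation was tested for them. Without the 10 genes with the most reads, 2000 genes were DEGs at 30 µg/kg.

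In L37 at 0.1 µg/kg, *Cyp1a1* was at 1325 CPM (the others 612.2 to 745.4), and in L72 at 10 µg/kg *Sult3a1* was at 3.158 CPM (13.02 to 20.01). Both lie in the direction of the response to TCDD. No explanation was tested for either mouse.

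*Xist*, which is transcribed from the inactive X chromosome, was at 2.926 CPM (49 reads) in mouse L21 at 0.01 µg/kg and between 1112 and 2844 CPM in the other 44 mice. Smaller departures were flagged in L8 of the vehicle group (1985 CPM, the others 1602 to 1690), L30 at 0.03 µg/kg (2165, the others 1719 to 1832) and L59 at 3 µg/kg (1112, the others 1776 to 1972). For L21 the predictions were written only after its value was seen. Its library of 17010154 reads lies within the range of the others (11767284 to 56509899), so its depth does not set it apart. Loss of an X chromosome is a candidate explanation. The geometric mean of the X-linked genes *Kdm6a*, *Kdm5c*, *Eif2s3x* and *Ddx3x* was 33.76 CPM in L21, 70.47% of the median of the others, whose lowest was 40.98. These 4 genes were chosen after browsing sex-linked genes in this mouse with their values in view. L21 was the lowest mouse in only *Kdm6a* (21.37 against 29.65 CPM) and *Eif2s3x* (3.821 against 4.627 CPM), and not in *Kdm5c* (55.71 against 55.24 CPM) or *Ddx3x* (285.6 against 235.3 CPM). A mislabelled or male sample cannot be told apart from this. It had 0 reads on the 173 Y-linked genes, but so did every other sample, so the counts do not show that Y-linked reads were kept. A variant in *Xist* cannot be tested from counts. Without this mouse 3 genes were DEGs at 0.01 µg/kg, and with it 0. It was kept in every result.

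Ambiguous reads, shared by overlapping genes, rose from 1.52% of unique reads in vehicle mice to 1.995% at 30 µg/kg, higher in 5 of 5 mice than in every vehicle mouse (exact permutation test, p = 0.007937, the smallest possible). The share of reads on genes with overlapping exons was 24.28% and 24.6%, with 0 mice at 30 µg/kg above every vehicle mouse (exact permutation test, p = 0.5159). The ambiguous reads themselves are left out of the gene counts, so this test cannot tell whether expression of overlapping genes changed the share. Library size was tested with a prediction written after the result. Over the 45 samples, Spearman's rho between the ambiguous share and the reads on genes was 0.1772 (permutation test, p = 0.2436) and Pearson's r 0.1633 (permutation test, p = 0.2909), or 0.3176 without the 2 samples farthest from the median depth. Sequencing pools were not tested, since the labels do not give them.

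The summed CPM of 12 leukocyte marker genes, listed before the test, was 80.99 ± 14.85 (SD, n = 5) in vehicle mice and 167.6 ± 57.72 (SD, n = 5) at 30 µg/kg (exact permutation test, p = 0.02381). The median log2 fold change of the list was 1.124. RNA from other cells was predicted to raise the sum in every treated mouse above every vehicle mouse, and 4 of 5 were above, so the test failed the criterion written for it. More leukocytes, or higher expression of these genes in the same cells, may each lie behind the rise, and the counts of whole liver do not separate them.

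Among the genes with the largest increases, *Col9a2*, *Cyp1b1* and *Hmx1* are not named in the paper or the supplements searched. At 30 µg/kg their log2 fold changes were 11.4 (standard error 0.6714, adjusted p = 2.48e-17), 9.967 (standard error 0.7083, adjusted p = 1.022e-14) and 9.321 (standard error 0.9327, adjusted p = 3.705e-09) in edgeR's quasi-likelihood test, each higher in 5 of 5 mice. Mean reads went from 0.6 to 2295, from 24.2 to 28630 and from 0 to 73.6. The ratios of *Col9a2* and *Hmx1* rest on almost no vehicle reads, and DESeq2 gave 8.409 for *Hmx1*.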

How the results depend on the processing

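The main settings and the alternatives were chosen before the processed files arrived, apart from the spreads named in the processing summary. The strict and looser counts for 3 mice were also added to the draws later. Of 27 headline results, 16 stayed within the limits set for a change under every setting. The limit was 1.5 times the main value for a count of genes. For *Cyp1a1* and *Sult3a1* it was a change of sign, or of significance at an adjusted p-value of 0.05. For other results it was the spread of the value or its confidence interval. The 16 results moved, but stayed within these limits. They are the DEGs at 1, 3, 10 and 30 µg/kg, the edgeR DEGs at any dose by all 3 criteria, the posterior DEGs at the strict probability, genes detected, the percent of DEGs unchanged by PCR, the fold changes of *Cyp1a1* and *Sult3a1*, and the numbers and medians of the benchmark dose and sigmoidal fits. For example, genes detected ranged from 15867 to 24429 around 17464, DEGs at 30 µg/kg from 1598 to 2398 around 1999, strict posterior DEGs from 719 to 1103 around 997, and the percent unchanged by PCR from 34.0909% to 43.75% around 42%. The jackknife errors of the median benchmark dose (1.884 µg/kg) and of the median ED50 (2.05 µg/kg) are wide, so these medians had much room to move before counting as changed. So did the size of the *Sult3a1* decrease, since only its sign and significance were checked. Without single mice its log2 fold change lay between -7.13 and -5.50.

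The DEGs at the lowest doses depended on most of the choices. At 0.01 µg/kg there were 0, and 21 with DESeq2, 1 without TMM, 1 with the genes kept by filterByExpr, 4 with only the vehicle and that dose in each fit and 95 with the adjustment over all genes and doses. At 0.03 µg/kg there were 5, and 28 with DESeq2, 2 without TMM, 2 with all genes with at least 1 read, 3 with only that dose in the fit and 64 with the pooled adjustment. The pooled adjustment also gave 18 DEGs in place of 3 at 0.1 µg/kg and 82 in place of 40 at 0.3 µg/kg. It lets the many small p-values of the high doses set 1 threshold for all doses, which could explain these rises. With each mouse left out in turn, the DEGs ranged from 0 to 4 at 0.01 µg/kg, 2 to 8 at 0.03 µg/kg, 3 to 5 at 0.1 µg/kg and 22 to 39 at 0.3 µg/kg. Whether the number of mice or of reads limits these counts was not tested beyond the draws. There the medians with 3 and 4 mice were 0 and 0 at 0.01 µg/kg, and 2 and 2 at 0.03 µg/kg. They were 2.5 and 3 at 0.1 µg/kg, and 13.5 and 27 at 0.3 µg/kg.

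With log2 CPM in place of variance-stabilized counts, posterior DEGs at any dose rose from 834 to 2167 at a fold change of 2 and from 2557 to 4307 at 1.5. The transformation shrinks differences between low counts, which could explain the lower counts with it. It also raised the correlation of fold changes with those of 5 mice from 0.93092 to 0.97114 for 3 mice and from 0.97209 to 0.98893 for 4 mice. Posterior calls raised the share of DEGs common to 3, 4 and 5 mice from 60.689% to 84.353%. The percent of detected genes present in all samples went from 80.142% to 70.6138% when present meant more than 4 reads, and to 90.6894% when asked of the 9 dose groups. Widening the window from 3-fold to 10-fold moved the percent of matching benchmark doses from 86.3077% to 96.0863%.

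Among single genes, *Wdr11* and *Zfp524* changed sign without TMM, from -0.09342 to 0.122072 and from -0.1354 to 0.0725313, and neither was significant. Leaving out TMM shifts the fold changes at a dose by nearly the same amount in every gene, which could explain a change of sign in values this near 0. Of the other rows of single genes, 5 became significant under other settings and 3 when a mouse was left out, in *Disp2*, *Gabbr1* and *Gm19980*.

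The results based on draws have no rows with a mouse left out. The replicate block was not run because the labels give each mouse its own number and no groups share replicate numbers.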

Differences from the paper's values

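A pair of values was counted as different when they were more than 1.5 times apart and differed by more than the spread of the value found here. An alternative inside that limit is not one that reached the paper's value.

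With 5 mice per group, DEGs at any dose with a fold change of at least 2 number about 1300 in the paper's Fig. 1A, read by eye, and 2119 by edgeR here. None of the alternatives reached the paper's value. The ratio was under 1.5 with the genes kept by filterByExpr (1757) and with the adjustment over all genes and doses (1806), both still above the paper's value by more than the spread (75.499). It was over 1.5 with DESeq2 (2091), without TMM (2503), with all genes with at least 1 read (2074) and with only the vehicle and that dose in each fit (2194). By posterior probability 834 were found here, against about 1300 in Fig. 1A, and both log2 CPM (2167) and the prior and density pooled over the doses (830) were also more than 1.5 times away.

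The paper fitted 842 of the 1249 DEGs of its 3-mouse dataset with dose-response models. Here 1669 of the 2119 DEGs of 5 mice (78.8%) were fitted. The counts start from different numbers of DEGs, and as shares of them they lie closer together. As counts, all alternatives stayed more than 1.5 times away. Without the lack-of-fit filter 1896 were fitted, with variance-stabilized counts 1668 and with a benchmark response of 1 SD 1817.

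Of the RNA-Seq DEGs, the paper's text gives 24% as unchanged by PCR, with 10 false positives. Its calls came from posterior probabilities and from fewer mice per group than here. The calls made here, by edgeR with 5 mice per group, gave 42% and 21. With posterior DEGs they were 34.0909% and 15, still above the paper's values but not more than 1.5 times as high. They were more than 1.5 times as high with a fold change of 1.5 (41.8182% and 23), DESeq2 (39.5833% and 19), no TMM (43.75% and 21), filterByExpr (36.9565% and 17), all genes with at least 1 read (39.5833% and 19), only that dose in each fit (42.3077% and 22) and the pooled adjustment (40.8163% and 20). None of these alternatives used as few mice per group as the paper, so the part of sample size in the gap was not tested. The paper's Additional file 5 itself lists 15 RNA-Seq false positives and 27 true positives, which is 35.71%, and 15 Agilent false negatives.

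The other pairs were within 1.5 times of each other or within the spread, and many of them still lay apart by more than the spread. The paper gives 17794, 17941 and 18063 detected genes with 3, 4 and 5 mice, against 17219.5 (SD 127.48), 17368.5 (SD 56.732) and 17464 (SD 24.409) here. It gives 85% and 86% of genes present in all samples, against 80.142% (SD 1.6624). The paper's share of DEGs common to 3, 4 and 5 mice is 78%, against 60.689% (SD 9.1135) by edgeR and 84.353% (SD 7.1157) by posterior probability. With criteria relaxed within the union of its sets, the paper gives 92%. Here 64.582% (SD 8.5067) of the 5-mouse edgeR DEGs were common when only the fold change in the smaller sets was relaxed. These shares are therefore not the same quantity. With 3 mice the paper gives 1249 DEGs at a fold change of 2, against 1494 (SD 367.29) by edgeR and 881.5 (SD 174.92) by posterior probability. At a fold change of 1.5 it gives 3546, against 2399.5 (SD 588.4) by edgeR and 2596.5 (SD 501.67) by posterior probability. At the strict probability it gives 460, against 344.5 (SD 134.49) by edgeR and 308.5 (SD 117.94) by posterior probability. With 5 mice, Fig. 1A shows about 3800 DEGs at a fold change of 1.5, against 3519 (SD 131.68) by edgeR and 2557 (SD 186.95) by posterior probability, and about 1200 at the strict criterion, against 1111 (SD 84.224) and 997 (SD 73.595). The paper's 709 sigmoidal DEGs compare with 961 (jackknife error 189.23), but these come out of 1249 and 2119 DEGs. As a share of the DEGs the paper's count is the larger, against 45.4% here. The paper's 771-fold induction of *Cyp1a1* compares with 1009-fold (SD 158.2), and the paper's 9 false negatives against PCR with 7. The paper's false negatives come from calls with fewer mice per group than here.

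The paper gives a 100-fold repression of *Sult3a1*, against 54.08-fold here, a ratio over 1.5. That pair was not counted as different because the fold changes of single mice vary widely (SD 116.44). This spread was chosen after the values were seen, and under a narrower one the pair would count as different.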

Other observations

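DEGs were counted in other splits of the same mice. For single doses the vehicle and that dose were fitted alone, so the real counts differ from those of the fit to all samples. Of 100 splits, the real one included, 3 gave as many DEGs as the real split at 0.01 µg/kg (4 DEGs), 1 at 0.03 µg/kg (3 DEGs) and 2 at 0.1 µg/kg (4 DEGs). At 0.01 µg/kg another split reached 7 DEGs and at 0.1 µg/kg 6, so counts of this size arise among the same mice without regard to dose. At 0.3, 1, 3, 10 and 30 µg/kg only the real split, 1 of 100, gave as many, with 29, 199, 576, 1064 and 2058 DEGs, and no other split gave more than 2. For DEGs at any dose it was 1 of 100 for each of the 3 edgeR counts and the 3 posterior counts. The largest count in another split was 715 for edgeR at a fold change of 2, 1133 at 1.5 and 0 at the strict criterion, and 389, 1353 and 0 for the posterior DEGs.

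The rise of DEGs with dose was weighed against technical explanations. Over the 8 doses, Spearman's rho between the DEGs and the mean reads on genes was -0.2143 (exact permutation test, p = 0.6191) and Pearson's r -0.1864 (exact permutation test, p = 0.7122), or -0.1009 without the 2 doses farthest from the median depth. This prediction was written after the result. It is 1 of 3 relations with depth that were computed, and adjusted for these the p-values were 0.6191 and 0.7488 (Benjamini-Hochberg adjustment of permutation tests). Leaving out the 10 genes with the most reads gave 2000 DEGs at 30 µg/kg. The median log2 fold change at 30 µg/kg differed by 0.1679 between the genes lowest and highest in GC content, and by 0.08504 by gene length (98.89% of the genes had a value). For *Cyp1a1*, 0 vehicle mice (highest 16.65 CPM) were above the lowest mouse at 0.1 µg/kg or more (612.2 CPM). This check for a mislabelled sample does not cover the mice at 0.01 and 0.03 µg/kg, among which mouse L24 stands out. The paper states that random samples were pooled for sequencing, and the pools themselves were not tested, since the labels do not give them. A response to TCDD remains as a hypothesis.

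Mouse L24 at 0.01 µg/kg stood out in genes that respond to higher doses. It had 69.69 CPM of *Cyp1a1* (the other mice of its group 1.177 to 4.543), 17.47 CPM of *Cyp1b1* (0.2388 to 0.9736) and 1.545 CPM of *Col9a2* (0 to 0.03245). Its summed leukocyte markers were the highest of all 45 mice, 401.7 CPM against 296.2 in the next. It was not among the mice flagged on the log scale of CPM, and both predictions for it were written after these values were seen. A mislabelled sample was tested by looking for another dose group whose ranges hold it in all 3 genes, and 0 did. RNA or reads from a high-dose sample may be mixed into it. In a test on genes nearly absent from vehicle mice (under 0.1 CPM) and at 10 CPM or more at 30 µg/kg, 100% had a share of the mean at 30 µg/kg within 3-fold of the median share of 1.025%. Only 4 genes could be tested, only 2 of them were above every vehicle mouse and every other mouse at 0.01 µg/kg, and the median share in those mice reached 0.5887%, so this test is weak. A share of this size would not explain the leukocyte markers, for which no explanation was tested in this mouse. A larger dose than intended was not tested separately. *Cyp1a1* in L24 was far below the lowest mouse at 0.1 µg/kg (612.2 CPM). *Cyp1b1* was above every mouse at 0.3 µg/kg (highest 3.193 CPM), and *Col9a2* above every mouse at 3 µg/kg (highest 1.353 CPM). In these 3 genes the values argue against 1 larger dose on the same schedule. The mouse was kept in every result, and without it 0 genes were DEGs at 0.01 µg/kg, as with it.

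*Pnliprp1*, a pancreatic lipase gene, rose by 8.603 on the log2 scale at 30 µg/kg. Pancreatic RNA in the liver samples was tested with a list of marker genes, and 0 of 5 mice at 30 µg/kg were above every vehicle mouse in their summed CPM.

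Alignments that were not unique fell from 88.22 to 68.38 per 100 unique reads between the vehicle and 30 µg/kg (exact permutation test, p = 0.04762, 5 mice each). Reads shared between paralogs were tested as an explanation. The summed CPM of the *Mup* genes, whose near-identical copies share reads, went from 3282 to 318.6 and was below the vehicle median in 5 of 5 mice (exact permutation test, p = 0.007937), which meets the prediction. The doses in between go against it. *Mup* was already at 1563 CPM at 1 µg/kg and 897.4 CPM at 3 µg/kg, where alignments that were not unique stood at 96.73 and 90.01 per 100 unique reads, no lower than in vehicle mice. At 10 µg/kg the values were 468.2 CPM and 73.88. The fall at 30 µg/kg therefore remains unexplained. For library size the prediction was written after the result. Over the 45 samples the correlation with the reads on genes had a rho of -0.09341 (permutation test, p = 0.5414) and an r of -0.0492 (permutation test, p = 0.7488), or -0.0829 without the 2 samples farthest from the median depth.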
